# Macrophages modulate fibrosis during newt lens regeneration

**DOI:** 10.1186/s13287-024-03740-1

**Published:** 2024-05-14

**Authors:** Georgios Tsissios, Anthony Sallese, J. Raul Perez-Estrada, Jared A. Tangeman, Weihao Chen, Byran Smucker, Sophia C. Ratvasky, Erika Grajales-Esquivel, Arielle Martinez, Kimberly J. Visser, Alberto Joven Araus, Hui Wang, András Simon, Maximina H. Yun, Katia Del Rio-Tsonis

**Keywords:** Lens regeneration, Macrophage, Tissue repair, Inflammation

## Abstract

**Background:**

Previous studies have suggested that macrophages are present during lens regeneration in newts, but their role in the process is yet to be elucidated.

**Methods:**

Here we generated a transgenic reporter line using the newt, *Pleurodeles waltl*, that traces macrophages during lens regeneration. Furthermore, we assessed early changes in gene expression during lens regeneration using two newt species, *Notophthalmus viridescens* and *Pleurodeles waltl*. Finally, we used clodronate liposomes to deplete macrophages during lens regeneration in both species and tested the effect of a subsequent secondary injury after macrophage recovery.

**Results:**

Macrophage depletion abrogated lens regeneration, induced the formation of scar-like tissue, led to inflammation, decreased iris pigment epithelial cell (iPEC) proliferation, and increased rates of apoptosis in the eye. Some of these phenotypes persisted throughout the last observation period of 100 days and could be attenuated by exogenous FGF2 administration. A distinct transcript profile encoding acute inflammatory effectors was established for the dorsal iris. Reinjury of the newt eye alleviated the effects of macrophage depletion, including the resolution of scar-like tissue, and re-initiated the regeneration process.

**Conclusions:**

Together, our findings highlight the importance of macrophages for facilitating a pro-regenerative environment in the newt eye by regulating fibrotic responses, modulating the overall inflammatory landscape, and maintaining the proper balance of early proliferation and late apoptosis of the iPECs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-024-03740-1.

## Background

A popular hypothesis in regenerative biology suggests that adult mammals have developed a more robust adaptive immune response at the expense of regenerative capabilities [1]. However, NOD/SCID mice that exhibit T cell deficiency but retain macrophage numbers fail to regenerate their hearts at neonatal stages and demonstrate signs of severe fibrosis, suggesting that modulating adaptive immunity alone is not sufficient for successful regeneration [2]. Furthermore, the theory of inverse relationship between regeneration and immune proficiency fails to explain why several mammals are capable of epimorphic-like regeneration as adults [3–5]. An alternative theory suggests that the interaction between immune cells and the local microenvironment influences the capacity for regeneration, rather than the absence or presence of special immune and regenerative cells [6].

Macrophage involvement during tissue regeneration has been a subject of intense discussion in recent years [7–11]. There is now increasing evidence that macrophages play a necessary role during limb, fin, tail, spinal cord, and heart regeneration in a variety of species [12–27]. The regenerative processes in these tissues and organs are complex, require the integration of multiple cell populations, and are not easily accessible for experimentation and visualization [28–31]. This added level of complexity makes it difficult to extrapolate immune mechanisms in a regenerative context. On the other hand, the case of lens regeneration in newts involves the transdifferentiation of a single cell type, the iris pigment epithelial cells (iPECs), into lens cells [32–37]. The elegant simplicity of this process serves as a unique platform to uncover the mechanisms by which macrophages promote or interfere with scar-free healing and regeneration.

In the past, electron microscopy studies recognized that macrophages, which were first called “special amoeboid cells” due to their morphology, migrated inside the iris epithelium at 3 days post-lentectomy (dpl) and phagocytosed melanosomes that were discharged from iPECs during the dedifferentiation process [38–42]. In our study, we present and characterize a new *Pleurodeles waltl* (*P. waltl*) transgenic line that enables the study of macrophages during the regeneration process. Using bulk RNA sequencing, we characterize the immune landscape of the iris after injury and investigate the role of macrophages in directing the early and late stages of lens regeneration. We show how macrophage depletion modulates the wound healing response and affects the regenerative outcome. In addition, we demonstrate that macrophages returning into the deleterious wound lesion were unable to resolve the inflammatory and fibrotic environment. Nevertheless, a secondary injury alone or the addition of fibroblast growth factor 2 (FGF2) is sufficient to initiate scar resolution and restart the regeneration process.

## Methods

### Animal husbandry and ethical statement

Iberian ribbed newts, *P. waltl*, and red spotted eastern newts, Notophthalmus viridescens (*N. viridescens*) were used in this study. Adult *P. waltl* wildtype newts born and raised in captivity for generations were used for transgenesis in the aquatic facilities of Karolinska Institutet, Stockholm. Handling, breeding, transgenesis and the other experimental procedures performed in Stockholm were done according to both Swedish and European regulations. All animals were raised according to previously established husbandry guidelines [43]. A group of Iberian ribbed newts were transferred to the newt colony at Miami University, where they were further bred and grown to pursue this study. The red spotted eastern newts were wild caught. Handling and surgical procedures were performed following guidelines by the Institutional Animal Care and Use Committee at Miami University.

It is important to note that the lens growth rates and speed of regeneration can vary between different newt species and between different ages of the same species [35, 44, 45]. For this reason, we refer to lens regeneration stages (as defined in [44]), in addition to days post- lentectomy, throughout the manuscript.

### Generation of Tol2-mpeg1:eGFP-polyA plasmid

A vector containing a 1.86 kb fragment of the zebrafish *mpeg1* promoter driving eGFP, as previously described [46], was a kind gift from Enrique Amaya. The mpeg1 fragment was amplified by PCR (*mpeg1 F* 5′-TTGGAGCACATCTGAC-3′; *mpeg1 R* 5′-TTTTGCTGTCTCCTGCAC-3′) and subcloned into pBSII-SK-mTol2 upstream of the coding region of eGFP. SV40 polyA was used as a termination signal. The resulting plasmid was purified using cesium chloride preparation to avoid potential contaminants that may negatively impact the transgenesis efficiency or newt survival. The plasmid was subsequently purified using Qiagen Maxiprep according to manufacturer’s instructions and then resuspended in ultrapure distilled water.

### ***Pleurodeles waltl*** transgenesis: tgTol2(Dre.***mpeg1:eGFP***)^MHY/SIMON^

Approximately 5 nl of a mix composed of 1 µl of Tol2-mpeg1:eGFP-polyA plasmid (100 ng/ml) and 3 µl of Tol2 transposase (300 ng/ml) was injected into single-cell eggs to generate transgenic founders (F_0_), adapting previously described procedures to *P. waltl* [47]. The founder generation of mpeg1:GFP newts were bred with albino newts (Tyr^−/−^) to establish the transgenic line [48]. Every clutch from the first generation (F_1_) onwards was screened with a fluorescence microscope to select for the positive offspring (Fig. 1A). Only animals from generation F_1_ onwards were used in this study.

**Fig. 1:**
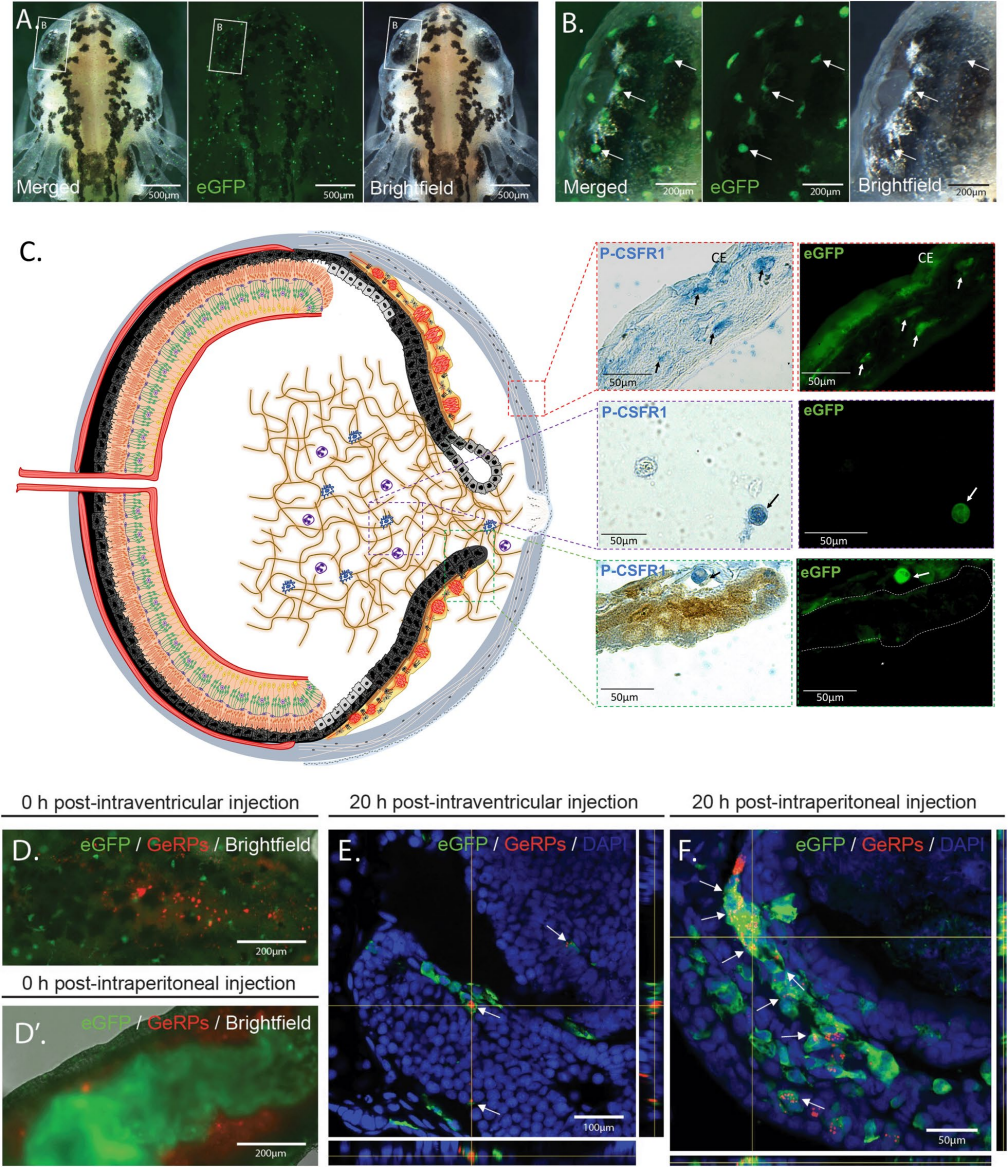
*mpeg1:GFP* transgenic newts enable the in vivo labeling of macrophages. **A** Representative images of an mpeg1:GFP + initial larva (Developmental Stage 34) showing the widespread distribution of eGFP + cells. Scale bar: 500 µm; n = 3. **B** Image of the initial larval eye showing the region indicated in (**A**) at higher magnification. Arrows point to mpeg1:GFP + cells showing spherical, amoeboid and dendritic morphology. Scale bar: 200 µm. **C** (Right) Double staining (paraffin embedded tissue) for eGFP and the macrophage marker P-CSFR1 in eye tissues such as cornea, iris stroma and vitreous chamber. Arrows highlight cells positive for both markers. Scale bars: 50 µm; n = 4; CE= cornea epithelium. **C** (Left) Schematic drawing of the newt eye at 4 dpl (Stage 0–I). **D** Image of the dorsal view of the brain area of an mpeg1:GFP larva showing successful intraventricular injection of glucan-encapsulated siRNA particles (GeRPs). Scale bar: 200 µm. **D'** Image of the ventral view of the abdominal region of an mpeg1:GFP larva showing successful intraperitoneal injection of GeRPs. Scale bar: 200 µm. **E** The vast majority of GeRPs were found inside the eGFP + cells (arrows) in the brain 20 h post-intraventricular injection (O.C.T./Cryo embedded tissue). Scale bar: 100 µm; n = 3. **F** Similarly, the eGFP + cells located in the intraperitoneal cavity were able to engulf most of the GeRPs (arrows) 20 h after intraperitoneal injection (O.C.T./Cryo embedded tissue). Scale bar: 50 µm; n = 2

### Phagocytosis assay: glucan-encapsulated siRNA particles (GeRPs) injections

GeRPs were a kind gift of Myriam Aouadi [49–51]. 1 mg of GeRPs containing Rhodamine were resuspended in 1 ml of PBS and sonicated just before injection. The sonication protocol was: 40%, 10 s; 35%, 10 s; 30%, 10 s; 25%, 10 s; 20%, 10 s; 30%, 30 s. GeRPs were injected using pulled borosilicate glass capillaries (Harvard Apparatus, GC100F-10) in transgenic mpeg1:GFP *Pleurodeles* [F_1_: tgTol2(Dre.mpeg1:eGFP)MHY/Simon] (n = 5), either intraperitoneally (n = 2) or intraventricularly (n = 3), according to a previous established protocol [52]. Live imaging of larvae and time lapse movies were created with Zeiss Axiovert 200 M inverted microscope. For histological observations, larvae were fixed at 20 h post-injection and processed for immunofluorescence according to Joven et al., 2018 [53].

### Lentectomy, iridectomy and EdU injections

Animals were anesthetized by whole body submersion in 0.1% ethyl 3-aminobenzoate-methane Sulfonic acid solution (MilliporeSigma) diluted in amphibian phosphate-buffered saline (APBS:1 × PBS plus 25% dH2O). Once animals were anesthetized, a scalpel was used to make a slit in the cornea and the entire lens was carefully removed with fine tweezers [54]. Clodronate or PBS liposomes (Encapsula Nano Science, # CLD-8901) were injected intraocularly into the vitreous cavity of 40 newt eyes using a pre-pulled glass needle (20 μm tip diameter) attached to a microinjector (MicroJect 1000A, BTX, Harvard Apparatus) set at 10.5psi. For iridectomy experiments, the apical region of the dorsal iris (and regenerating lens from PBS-liposomes treated eyes) was surgically removed at 60 days post-lentectomy (dpl) by re-opening the cornea with a scalpel and removing a piece of the iris using scissors and tweezers (n = 8 for clodronate treated eyes, n = 8 for PBS treated eyes). After all surgical procedures, the animals were allowed to recover from anesthesia and return to appropriate housing containers where they were monitored carefully for the duration of the experiments. For cell proliferation studies, EdU (Invitrogen, #C10338) was injected intraperitoneally 24 h prior to collection at 10 µg/g of body weight. All animals used for these experiments were post-metamorphotic juveniles at 6–8 months old.

### FGF2 experiments

Heparin-coated polyacrylamide beads (Sigma, #H-5263) were washed in APBS and incubated either with 0.25 μg/μl bFGF2 (n = 12) (R&D Systems, #133-FB) or APBS (vehicle control) (n = 12) overnight at 4 °C. Heparin beads were carefully inserted with tweezers into the vitreous chamber of the eye, between the dorsal and ventral iris, following lens removal. All animals used for these experiments were post-metamorphotic juveniles at 6–8 months old.

### *Notophthalmus viridescens* RNAseq, transcriptome assembly, and differential expression analysis

Dorsal iris tissues were collected from adult *N. viridescens* from intact animals (no lentectomy), as well as animals 6 h post-lentecomy (hpl), 1 dpl, and 4 dpl. Three biological replicates were used per time point, with each biological replicate containing bilateral dorsal irises from 3 or 4 animals pooled together. The iris tissues were placed in 500μL of cold TRI Reagent (Zymo, R2050-1-50), vortexed, and stored at − 80 °C until RNA extraction. RNA isolation was performed via extraction with 0.2 volumes chloroform followed by processing of the aqueous phase with the Direct-zol RNA Microprep Kit (Zymo, R2060) according to manufacturer’s instructions, including an in-column DNase I treatment. RNA integrity was assessed with the Agilent RNA 6000 Pico Kit (Agilent, 5067-1513) and quantification performed with the Qubit RNA HS Assay Kit (ThermoFisher, Q32852). Reverse transcription and library preparation were carried out with the Zymo-Seq RiboFree total RNA library Kit (Zymo, R3000) using 108 ng input RNA per reaction. RiboFree depletion was applied for 4 h to deplete overrepresented transcripts, and final libraries were amplified with dual indexes (Zymo, D3096) for 13 PCR cycles. Sequencing was performed at the Novogene sequencing core on the Illumina NovaSeq 6000 to approx. 100 million paired-end reads per sample.

The first 10 base pairs of sequence read2 were hard trimmed to remove low-complexity bridge sequences introduced during library preparation. The reads were then quality and adapter trimmed with Trim Galore using parameters -*q 5 --length 36 --stringency 1 -e 0.1* [55, 56]. rRNA reads were depleted by aligning trimmed reads against the Silva rRNA database using Bowtie2 [57, 58]. Cleaned reads were prepared for transcriptome assembly using the Trinity assembler pre-processing script insilico_read_normalization.pl with parameters --*seqType fq *--*JM 1450G *--*max_cov 30 *--*pairs_together *--*SS_lib_type RF -CPU 24 *--*PARALLEL_STATS *--*KMER_SIZE 25 *--*max_CV 10000 *--*min_cov 2 *[59]. Trinity assembly was performed on each condition individually with Trinity using *parameters *--*seqType fq *--*max_memory 1450G *--*SS_lib_type RF *--*CPU 24 *--*min_contig_length 200 *--*monitoring *--*min_kmer_cov 2 *--*no_normalize_reads*. Individual assemblies were merged into a final transcriptome with the DRAP pipeline runMeta tool and parameters --*strand RF *--*mapper bwa *--*length 200 *--*type contig *--*coverage 0,1,10 *--*write* [60]. Assembled transcripts were annotated against the NCBI non-redundant database using an implementation of blastx and the functional annotation module in the OmicsBox software environment [61]. Final transcript abundance was estimated with the Salmon alignment tool using the parameters *-l ISR *--*numGibbsSamples 20 *--*seqBias *--*gcBias *--*reduceGCMemory -d* [62]. Differential transcript abundance testing was performed in the R environment using the SWISH Fishpond workflow [63]. Expression values displayed in manuscript are the log-transformed Transcript Per Million (TPM) values, averaged across inferential replicates. In the case of transcripts with multiple detected isoforms, the transcripts displayed in the heatmap represent the transcript assigned the lowest E-value determined by blastx. KEGG pathway enrichment analysis was performed using the Combined Pathway Module inside the OmicsBox environment, with significance values calculated using maSigPro time-course analysis [64, 65]. For combined pathway analysis, parameters were set as *Keep most specific pathways* = TRUE and *Blast expectation value* = *0.*001, and KEGG orthologs were linked through the EggNog mapper [66]. A two tailed Fisher’s test was applied to pathways and FDR cut off was applied at 0.05.

### *Pleurodeles waltl* RNAseq and differential expression analysis

Dorsal iris tissue was dissected from 13-month-old newts using intact or lentectomized animals (1 and 4 dpl). Tissue from 4 animals were pooled for each biological replicate, collected in triplicate. Samples were collected into cold TRI Reagent (Zymo, R2050-1-50), vortexed, and stored at − 80 °C until RNA extraction, as described above. RNAseq libraries were prepared using 72–130 ng of isolated RNA, using NEBNext® Ultra™ II Directional RNA Library Prep with Sample Purification Beads (NEB, E7765S) and NEBNext® Poly(A) mRNA Magnetic Isolation Module (E7490S). Indexing was performed using NEBNext® Multiplex Oligos for Illumina® (NEB, E7500/7710/7730). Samples were pooled and sequenced on a lane of NovaSeq 6000 at the Novogene Sequencing Core using paired-end, 150 base pair reads to a minimum depth of 29 million read pairs per sample.

Reads were quality trimmed using Trim Galore with parameters --*stringency 3 *--*paired *--*length 36* [55, 56]. Cleaned reads were aligned to the *P. waltl* genome using the STAR aligner with two-pass alignment to insert splice junctions [67, 68]. Aligned reads were assembled into transcripts using Stringtie and spliced transcripts were extracted using gffread [69, 70]. Assembled transcripts were indexed using the Salmon quantification tool, using the parameter *-k 31* and providing genomic sequence as decoy [62]. Transcript expression was quantified using salmon with parameters *-l ISR --validateMappings -p 12 --numGibbsSamples 20 --seqBias --gcBias -d*. 

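The deposited table holds values for 9 dorsal iris libraries, among them intact replicate 3. This library had the lowest column total, 17541400, against 19335200 and 19534900 in intact replicates 1 and 2. Its smallest value above 0 was 1.53, while the smallest value above 0 in the other libraries lay between 0.174 and 0.382. In intact replicate 3, 27370 transcripts were listed above 0 that were listed at 0 in every other library, and they held 2.72% of its total. The corresponding number was 8688 in 1 dpl replicate 3 and between 709 and 2788 in each of the remaining libraries. The numbers depended on the value above which a transcript was counted as listed. Above 5, they were 37961 in intact replicate 3, 20228 in 1 dpl replicate 3 and at most 5051 in the remaining libraries. Above 20, they were 15382, 3511 and at most 528, and above 100, they were 2944, 1210 and at most 625. Of the 27370 transcripts, 20.3% carried an ID assigned by StringTie, compared with 49.3% of all transcripts listed above 0 in that library. Across the 47371 transcripts with a mean value of at least 20 over the 9 libraries, the Pearson correlation of log2(value + 1) between intact replicate 3 and the other intact libraries was 0.635 and 0.652. Pairs of libraries from one group among the remaining 8 libraries had correlations of 0.802 to 0.872, and pairs from different groups had correlations of 0.700 to 0.794. These correlations are across transcripts, which are not independent replicates. The mean correlation of intact replicate 3 with intact replicates 1 and 2 was 0.643 and depended on the settings. It was 0.592 with a pseudocount of 0.1 and 0.539 with one of 0.01. It was 0.707 without a minimum value, 0.693 with a minimum of 0.5 and 0.664 with a minimum of 2. As a Spearman rank correlation it was 0.599. The alignment rates themselves were not analysed here.

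**Figure D1:**
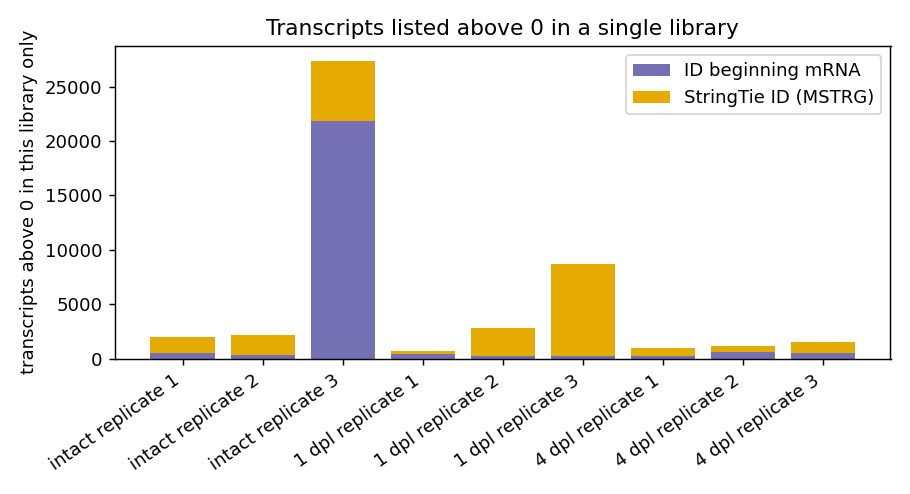
Number of transcripts listed above 0 in a single library (y axis, transcripts) for each of the 9 libraries (x axis), with bars divided into IDs beginning with mRNA and StringTie IDs. Intact replicate 3 has 27370 such transcripts, of which 21826 have IDs beginning with mRNA, and 1 dpl replicate 3 has 8688, of which 8453 have StringTie IDs.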

Samples with alignment rates > 80% were included in downstream analysis, resulting in the exclusion of one sample (intact replicate 3). Expression values displayed in manuscript are the log-transformed Transcript Per Million (TPM) values, averaged across inferential replicates. 

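The deposited values were used as they stand. Columns of TPM sum to 1000000, whereas the 9 columns summed to between 17541400 and 22023400, so the deposited values are on a larger scale than TPM, and the paper's text does not name a further scaling. None of the values above 0 was a whole number. Of 295141 transcripts, 95115 were listed at 0 in every library. The deposited IDs comprise 159943 that begin with mRNA and 135198 that StringTie assigned, and they are not paired with gene names.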

Assembled transcripts were annotated against the NCBI non-redundant database using an implementation of blastx and the functional annotation module in the OmicsBox software environment [61].

### RT-qPCR design and analysis

Whole eyes were enucleated at the indicated time points, placed in 500μL of TRIzol, and stored at − 20 °C. The tissues were then homogenized mechanically using pellet pestles and centrifuged to remove debris. Total RNA was isolated using Direct-zol RNA Microprep (Zymo Research, #R2061) following manufacturer’s instructions. RNA yield and quality were analyzed using Nanodrop ND-2000 Spectrophotometer (Thermo Scientific) and Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. cDNA was synthesized using 200 ng of total RNA as a template with QuantiTect Reverse Transcription kit (Qiagene, #205,313) according to manufacturer’s instructions. The synthesized cDNA was diluted at 1:10 ratio with pure water. 2 ul of the cDNA dilution were used for quantitative PCR (qPCR) reactions. The final qPCR reactions contained: 2 ul of diluted cDNA, 10 ul of TB Green® Advantage® qPCR Premix (Takara, #639,676) and 50 nM of each primer, adjusted to 20 ul with water. qPCR reactions were set up in duplicate in the Rotor-Gene Q thermocycler 5 plex (Qiagene, Germantown, MD, USA) using annealing temperature set at 60 °C. Primers reported here were designed using primer blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) and obtained from IDT Technologies. The gene coding sequences were obtained from iNewt [71]. Primer and target sequences are shown in Additional file 2: Table S1. TAII70, was used as a housekeeping gene using primers published previously [72]. The comparative Ct method was used to determine relative gene expression levels compared to the housekeeping gene. The primers and qPCR reactions were validated following qPCR MIQE guidelines [73]. Four to eight biological samples were used per condition.

To improve data conformance to statistical modeling assumptions, a natural log transformation was applied to relative mRNA values. For time course analysis of intact eyes through 30 dpl eyes (Fig. 4A), a two-way block ANOVA was conducted, with treatment and time as the factors along with their interaction. The blocking factor was included to account for batch effects, as animals were collected in two groups. The analysis was done using the aov function in the R stats package [74]. Treatment differences were estimated for each time point using the emmeans function in R, and since five comparisons were made, the *p*-values were corrected by controlling the false discovery rate [75–77]. For experiments in which transcript expression was assayed at two time points (Fig. 5D), a two-way ANOVA with interaction (factors Treatment and Time) was performed using the lm function in R, part of the stats package. For each gene, analysis of treatment means and FDR multiple comparisons correction was performed for the treatments vs. control at both 4 and 10 dpl. For the ANOVAs, residuals were examined to check for severe assumption violations, including constant error variance and normality. For experiments with a single time point (Fig. 6E), a Welch's two-sample t-test was applied using the R function t.test, part of the stats package. All animals used for these experiments were post-metamorphotic juveniles at 6–8 months old. For more information on statistical analysis, see Additional file 1: Appendix 1.

### Optical coherence tomography

The anterior chamber of each eye was non-invasively monitored via spectral domain optical coherence tomography (SD-OCT), as previously described [78]. The animals were anesthetized prior to imaging, and 100 µL of water was applied to the cornea surface with a pipette to reduce reflection artifacts caused by dehydration during live imaging (n = 10 clodronate treated eyes, n = 10 PBS liposome treated eyes). A broadband light source centered at 850nm was employed to generate OCT images with an axial resolution of 2 µm and lateral resolution of 8 µm. The scanning area of the eye was 1.2 mm by 1.2 mm, where 500 B-Scans were collected across this range. Each B-Scan consisted of 2000 A-Scan, where each A-Scan had 2048 pixels. The final C-Scans were rescaled and reconstructed as 500 × 500x 500 voxels. All animals used for these experiments were post-metamorphotic juveniles at 6–8 months old.

### Tissue embedding and sectioning

Collected tissues were washed 2 to 3 times in PBS and fixed overnight in 4% PFA at 4 °C. For cryoprotection, tissues were transferred to new tubes with 30% sucrose (in 0.1 M PBS) overnight at 4 °C. Tissues were placed in embedding molds, correctly positioned, and tissue tek embedding media (yellow Shandon Cryochrome, Thermo Fisher Scientific, Waltham, USA) was gently added. The molds were then placed at − 80 °C for 15 min and transferred to − 20 °C where they were stored until sectioning. For sectioning, a cryostat was used with an object temperature of − 21 °C and knife temperature of − 19 °C. For experiments involving whole animals, 12 µm sections were made. Sections were collected on Superfrost Plus slides and stored at − 20 °C. Tissue processing for the phagocytic experiments depicted in Fig. 1E, F were done according to Joven et al., 2018 [53]: in brief, gelatin-embedding and colder temperatures (− 30 °C) were used for sectioning.

For paraffin embedding, whole eyes were washed 3 times in PBS and fixed overnight in 10% formalin at 4 °C. For intact lenses or later time points (100 dpl) when the lens is large, eyes were fixed in methanol: acetic acid (3:1 ratio) overnight at 4 °C to preserve lens morphology. Paraffin embedded tissues were sectioned at 10 μm thickness using a microtome.

### Immunofluorescent staining

Slides with cryo-sectioned eyes were air-dried for 30 min at room temperature (RT) and thereafter washed 3 times with PBST (0.2% Triton in 1 L PBS) for 10 min. To make the tissue more accessible to antibodies, a retrieval procedure was used. Plastic containers were filled with a citrate buffer (120 µL antigen unmasking solution (Vector, Peterborough, UK) in 11.88 mL PBS and preheated in a water bath to 86 °C. Slides were incubated for 10 min. Thereafter, slides were placed in a glass container with PBS at RT to cool down. Blocking buffer (10% goat or donkey serum in 0.2% PBST) was added to the slides for 1 h at RT. Subsequently, primary antibodies were added to the slides and incubated overnight at 4 °C. List of primary antibodies and concentrations used can be found below. Slides were washed 3 times with PBST for 10 min. Appropriate secondary antibodies (AlexaFluor 488 or 594 conjugates, ThermoFisher) were added to the slides and incubated for 2–4 h at RT protected from light. Slides were washed 3 times with PBST for 10 min. Hoechst (1:10,000 in PBS) was added for 15 min at RT and protected from light. Slides were washed 3 times with PBST for 10 min and mounted with Fluorescent Mounting Medium (Sigma, #F-4680). Immunofluorescent staining procedures for the phagocytic experiments were done in larvae according to Joven et al., 2018 [53]. The same protocol was followed for paraffin embedded tissues, with additional deparaffinization steps. The deparaffination steps involved two xylene washes for 5 min, and gradually rehydration of the tissue by 1-min washes with 100%,95%,80%70%,50%,30% ethanol followed by three PBS washes. All animals used for these experiments were post-metamorphotic juveniles at 6–8 months of age, with the exception of the MPEG transgenic animals, which were 3 years old.

#### Antibodies

⍺-A-Crystallin (Gift by G. Eguchi, no dilution), Phospho-Histone H3 (Millipore-Sigma, #06-570, 1:200, RRID:AB_310177), eGFP (Abcam, #183734, 1:500, RRID:AB_2732027), F4/80 (BioRad-Cl:A3-1 MCA497, 1:100, RRID:AB_2098196), goat anti-GFP (Abcam, ab6673, 1:500, RRID:AB_305643), L-Plastin (LSBio, #LS-C344622, 1:100), P-CSF1R (Cell Signaling, #3154S,1:100, RRID:AB_2085231), ⍺-SMA (Abcam, #5694, 1:100, RRID:AB_2223021).

### Histology and cytochemistry

Following deparaffinization, hematoxylin and eosin or picrosirius red staining (Polysciences, #24,901) were performed following manufacturer protocols. Prior to EdU and TUNEL assays, sections were deparaffinized, and incubated with 0.01 M Sodium Citrate (pH = 6) for 15 min at 95 °C for antigen retrieval. A permeabilization step was followed in which the tissue sections were washed with 1% saponin and APBST wash buffer (APBS supplemented with 0.1% Triton-X100). Slides were then processed for EdU (Invitrogen, #C10337) or TUNEL (Roche #11,684,795,910 or #12,156,792,910) assays according to manufacturer guidelines. Slides were then washed 3 times in PBST for 10 min and nuclear counterstain was achieved by incubating slides with Hoechst 33,342 (Invitrogen, #H3570) or DAPI (Life technologies, #D1306) at 1:1000 dilution. Slides were then washed in PBST 3 times and mounted with fluorescent mounting media (Sigma, #F-4680).

### Microscopy and imaging analysis

Live imaging of larvae, screenings, and time-lapse movies were performed using either a Zeiss Axiovert 200 M inverted microscope or a Leica M205 FCA stereo fluorescence microscope equipped with a Leica DMC 6200 camera. Figure 1A, B images were produced by processing a Z-stack acquisition using the function”Extended Depth of Focus” of LAS X version 3.7.4 software. Confocal images were obtained using Zeiss 700 and 710 Laser Scanning Confocal System (Carl Zeiss, Gottingen, Germany). Z-stack configurations (Fig. 1E: 26 images at 1 µm intervals and 2048 × 2048 size Fig. 1F: 10 images at 1 µm intervals and 1024 × 1024 size) were used to obtain high resolution images using ZEN 2012 Browser (Carl Zeiss, Gottingen, Germany). Fluorescent imaging was performed using a Zeiss Fluorescence Stereomicroscope Axio Zoom.V16 (Carl Zeiss, Oberkochen, Germany). ImageJ was used for image analysis.

### EdU + cell quantification and statistical analysis

To determine whether the number of EdU + cells in proportion to the total number of Hoechst + cells give evidence of a difference between groups, we used Negative Binomial regression on EdU + cell count with the two-level treatment as the predictor (PBS Liposome vs. Clodronate Liposome, Fig. 3E; Clodronate/PBS bead vs. Clodronate/FGF2 bead, Fig. 5B) and the number of Hoechst + cells as the offset [79–81]. This model estimates the ratio of the mean EdU count to the total number of Hoechst + cells for treatment versus control. Note that we used Negative Binomial regression because the measurement of interest is the number of EdU + cells in proportion to the total number of Hoechst + cells. These are counts rather than continuous numeric measurements, so an analysis based upon a count distribution is more appropriate than the more commonly used normal distribution-based procedures like the t-test. We used Negative Binomial regression rather than Poisson regression because there was evidence of overdispersion in the datasets. Because there were 4 eyes assigned to each treatment, we used a total of 8 EdU counts (and the associated Hoechst counts) to fit the model. Note that the Negative Binomial procedure is only approximate, since we have small sample sizes, and that by using the number of Hoechst + cells as an offset, we are conditioning on their value. All animals used for these experiments were post-metamorphotic juveniles at 6–8 months old. For more information on statistical analysis see Additional file 1: Appendix 1.

## Results

### mpeg1:GFP: a new transgenic newt reporter line for macrophages

Macrophage expressed gene 1 (*mpeg1*) has been previously employed for driving fluorescent reporters to label macrophages in several species [46, 82]. Seeking to employ a similar approach for labeling macrophages in *P. waltl*, we created a transgenic line in which the orthologous *mpeg1* promoter drives the expression of an eGFP-encoding sequence. We selected the positive offspring of the founder animals to obtain our first generation (F_1_) of the *P. waltl* transgenic line tgTol2(Dre.*mpeg1:eGFP*)^MHY/SIMON^ (referred as mpeg1:GFP from now on). To test the stability of our transgenic line, we screened all the mpeg1:GFP embryos from generation F_1_ onwards for fluorescent signals. In the positive offspring, eGFP + cells were found spread throughout the body of the animals, likely representing both resident and circulating macrophages, as well as microglia cells in the brain (Fig. 1A, Additional file 3: Video S1). Like macrophages and microglia in other species, morphologically, the eGFP + cells showed a variety of shapes, including spherical, amoeboid, and dendritic (Fig. 1B). Macrophages in many species are notoriously auto fluorescent [83–85]. To ensure that the endogenous eGFP signal was not a result of autofluorescence, we performed immunostainings against GFP. We observed 100% colocalization between endogenous GFP and antibody-derived GFP signal, indicating that the endogenous fluorescence indeed corresponds to the expression of the transgene (Additional file 2: Fig. S1A–C, P). To determine whether macrophages are specifically labelled in different tissues in our mpeg1:GFP transgenic line, we tested the colocalization of eGFP + cells with an established macrophage marker, colony-stimulating factor 1 receptor (CSF1R), in eye tissues. We observed eGFP + cells and CSF1R colocalization in the cornea, vitreous chamber, and iris stroma of newt eyes (Fig. 1C). We then performed immunostainings against two other well-established markers of macrophage populations, F4/80 and L-plastin. F4/80 is a glycoprotein expressed on the cell surface of several subtypes of mature macrophages such as microglia, Langerhans cells, and resident populations in the heart, kidney, and connective tissue [86]. This marker is not expressed on the cell surface of all macrophages and the levels of antigen expression differ depending on the environment where the macrophage is found in mice [86]. In agreement with these studies [86], we observed that 41.4% of eGFP + cells from several tissues in the newt body (tail, trunk, head) were F4/80 + , indicating that this model allows identification of mature macrophages (Additional file 2: Fig. S1 D-I, P). L-plastin is an actin-bundling protein also expressed by macrophages [87]. Notably, we also observed that a significant fraction of the eGFP + cells (21.6%) co-express L-plastin, further indicating that this transgenic model enables labeling of macrophage populations (Additional file 2: Fig. 1J-O, P). Furthermore, we tested in vivo the phagocytic nature of the eGFP + cells by examining the ability of eGFP + cells to phagocytize glucan-encapsulated siRNA particles (GeRPs). GeRPs have been shown to be selectively incorporated by macrophages in several animal models and tissues [49–51]. We first injected GeRPs containing rhodamine into cerebrospinal fluid through intraventricular injection. Right after the injection, we noticed the first particles being approached and encapsulated by eGFP + cells in the central nervous system (Fig. 1D, Additional file 4: Video S2, Additional file 5: Video S3). The tissue analysis 20 h post-injection showed that GeRPs had been phagocytosed by microglia and border associated macrophages along the central nervous system (Fig. 1E). When we injected GeRPs intraperitoneally (Fig. 1D’), we found that, consistent with the previous experiment, GeRPs had been phagocytosed locally by eGFP + cells situated in the intraperitoneal cavity (Fig. 1F). Altogether, these results show that the new mpeg1:GFP *P. waltl* transgenic line labels phagocytic macrophages in vivo.

### Macrophages accumulate transiently in the newt eye after lentectomy

To characterize the spatiotemporal recruitment of macrophages after lens removal, we analyzed eyes from mpeg1:GFP transgenic animals. Samples were collected prior to lentectomy, at 6 h post-lentectomy (hpl), 4-, 10-, 15-, and 30-dpl. Few eGFP + cells were observed in the intact eyes, with most of them located at the corneal epithelium (Fig. 2A i). At 6 hpl, eGFP + cells were found in the cornea epithelium and inside the blood vessels of the iris (Fig. 2A ii). At this time, the slit that was made in the cornea during the surgical removal of the lens had not closed. By 4 dpl, most macrophages were found around the wound area of the cornea and in the anterior eye chamber near the dorsal and ventral irises (Fig. 2A iii). By 10 dpl, the corneal incisions were closed, and most macrophages were located near the regeneration-competent dorsal iris (Fig. 2A iv). At 15 dpl, once the lens vesicle had formed, macrophages were located in the aqueous chamber (Fig. 2A v). By 30 dpl, very few macrophages were detected in the anterior eye chamber (Fig. 2A vi). In summary, we found that macrophages transiently populate the different anatomical structures of the eye following lens removal, and vanish once the lens is formed, suggesting that macrophages play a role during the early transdifferentiation stages.

**Fig. 2:**
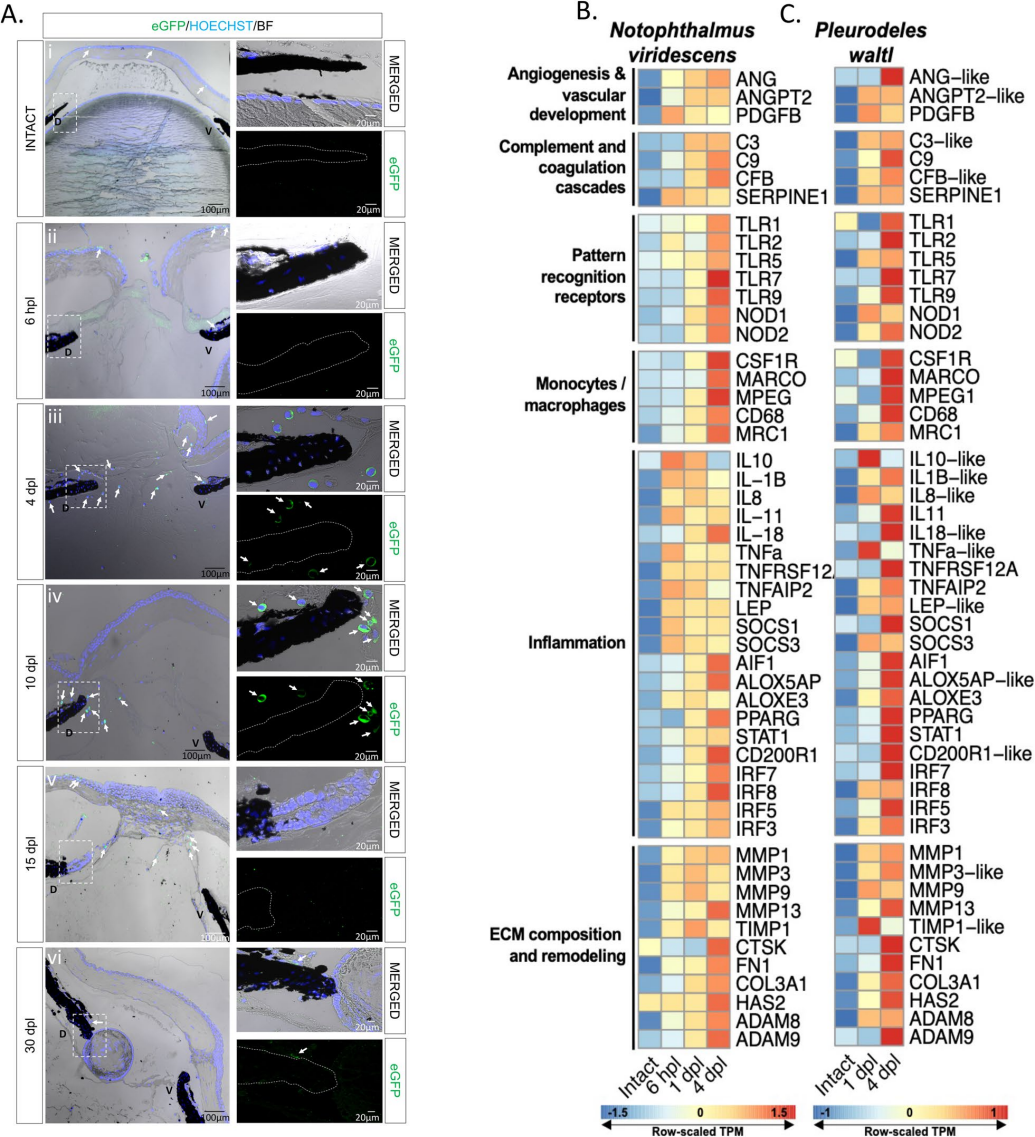
Visualization of macrophage recruitment and identification of highly enriched immune transcripts during lens regeneration. **A** Spatiotemporal view of macrophage recruitment in the newt eye during different stages of lens regeneration. eGFP immunohistochemistry (paraffin embedded tissue) was performed on eyes collected from mpeg1:GFP transgenic newts from intact eyes, 6 hpl (Stage 0) and 4 (Stage 0–I), 10 (Stage I–II), 15 (Stage III–IV) and 30 (Stage VIII) dpl. Macrophages were detected in the cornea of intact eyes and around the dorsal (D) and ventral (V) iris during the early stages of lens regeneration (arrows); n = 6. Scale bars: 100 µm (overviews, left) and 20 µm (insets, right). **B**, **C** Heatmap displays the row-normalized expression levels of select immune-related transcripts in the dorsal iris of *N. viridescens* (**B**) and of *P. waltl* (**C**) following lens removal. The shown transcript identities were assigned by blastx annotation

### Lens removal triggers a complex early response with a strong immune signature

Wound healing involves distinct phases that are well characterized at the molecular level in mammals. To characterize this highly complex response during newt lens regeneration, we performed bulk RNA sequencing on two newt species (*P. waltl* and *N. viridescens*). We investigated dorsal irises from uninjured eyes, as well as irises following lentectomy at early time points, corresponding to key phases of lens regeneration. 

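For P. waltl, the Iberian ribbed newt, RNA from the dorsal iris, the tissue from which the lens regenerates, was sequenced in 3 groups: intact eyes, eyes at 1 day post-lentectomy (dpl) and eyes at 4 dpl. Each group had 3 libraries, and each library was made from the pooled tissue of 4 animals. The authors trimmed the reads, aligned them to the P. waltl genome, assembled transcripts with StringTie and quantified them with Salmon. They deposited 1 value per transcript and library. The paper describes its displayed values as averages over Salmon's inferential replicates. The authors name the deposited values average TPM, which does not say what was averaged. Averages of TPM would also sum to 1000000, and the column totals exceed this. How the deposited values relate to the displayed ones is therefore not known. The intact libraries had column totals of 19335200 and 19534900 in the replicates that the paper kept, and 17541400 in replicate 3, which it excluded for its alignment rate. The totals were 20405700, 20181800 and 22023400 in 1 dpl replicates 1, 2 and 3, and 21554600, 20581900 and 19510000 in 4 dpl replicates 1, 2 and 3. Such totals are sums of normalized values, and the read depth behind each value is unknown from the table. From these values, log2(value + 1) was tested with limma, with all 3 groups of the 8 libraries in one model, an intensity trend in the variance and Benjamini-Hochberg adjustment. The test covered the 154825 transcripts with a mean value of at least 0.5 over the 8 libraries. Fold changes on this scale understate the changes of transcripts with low values. The pseudocount and the minimum were set for values in TPM, and on the larger scale of the deposited values they remove fewer transcripts with low values. In a principal component analysis of the 8 libraries, over transcripts with a mean value of at least 20, component 1 held 27.0% and component 2 held 24.4% of the variance. The intact libraries had scores of 193 and 187 on component 1, and the other libraries had scores between -110 and -11.6. The 1 dpl libraries had scores of 94.5, 100.3 and 197 on component 2, and the 4 dpl libraries had scores between -115 and -102.

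**Figure D2:**
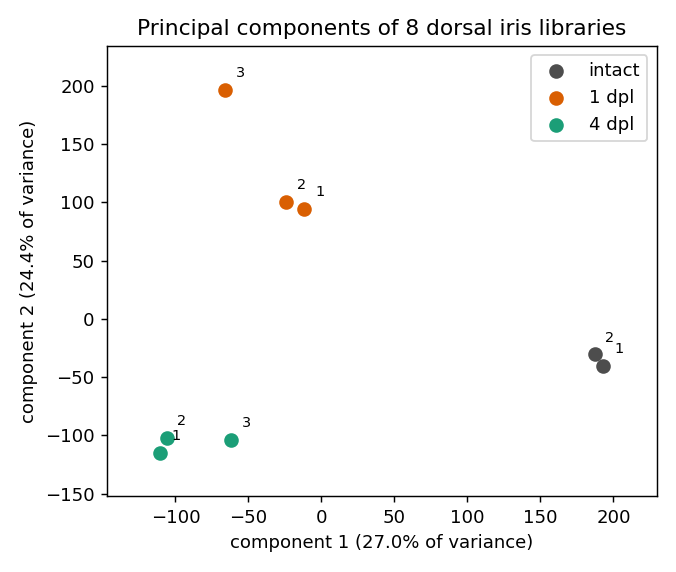
Scores of the 8 dorsal iris libraries on component 1 (x axis, 27.0% of variance) and component 2 (y axis, 24.4% of variance), where each point is a library, its colour is the group and its number is the replicate. The intact libraries lie at 193 and 187 on component 1, and 1 dpl replicate 3 lies at 197 on component 2, apart from the other 1 dpl libraries at 94.5 and 100.3.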

Under homeostatic conditions, the vertebrate eye is considered to be an immune-privileged organ due to structural features and immunomodulator mechanisms that act together to limit inflammation [88–90]. As anticipated, prior to lens removal, we observed relatively low expression of immune-related transcripts in both newt species (Fig. 2B, C). Lentectomy triggered a complex immune response, indicated by the upregulation of transcripts involved in inflammation, ECM remodeling, pattern recognition, macrophages/monocytes, vascular development, complement activation and angiogenesis (Fig. 2B, C). Consistent with the macrophage dynamics we observed from the mpeg1:GFP line, RNA sequencing revealed a marked upregulation of macrophage related transcripts at 4 dpl (Fig. 2B, C). A time course of differential expression in *N. viridescens* identified time-dependent regulation of homologs associated with the following KEGG pathways: TNF Signaling Pathway, Toll-Like Receptor Signaling Pathway, Inflammatory Mediator Regulation of TRP Channels, and ECM-Receptor Interaction (Additional file 2: Figure S2). We observed a marked up-regulation of several transcripts exhibiting homology to well-known pro-inflammatory cytokines, such as interleukin-1 beta (IL-1β) and tumor necrosis factor alpha (TNF-a), as well as anti-inflammatory cytokines, such as interleukin-10 (IL-10), between 6 and 24 hpl in both species (Fig. 2B, C, Additional file 2: Figure S2A,C). These observations are consistent with previous reports that show an early upregulation of anti- and pro-inflammatory transcripts in tissues undergoing regeneration [13, 16, 17]. Transcripts encoding proteins that can function as inflammatory mediators, such as CD200R, AIF1, ALOX5AP, ALOXE3, and PPARG, were up-regulated in both species. Transcripts encoding protein products resembling ECM components, such as collagens (COL3A1), fibronectin (FN1), and hyaluronic acid (HAS2), were also upregulated following lens removal (Fig. 2B, C, Additional file 2: Fig. S2D). In addition, we observed the up-regulation of transcripts that exhibited high homology to effectors of ECM remodeling, such as *MMPs*, *ADAMs*, and *TIMP1* (Fig. 2B, C). Our bulk RNA sequencing data paves the way to a better understanding of a genetic response to lentectomy that triggers lens regeneration in newts.

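In the P. waltl libraries, 2080 of the 154825 tested transcripts differed between 1 dpl and intact irises at an adjusted p under 0.05 (limma), 1504 of them higher and 576 lower at 1 dpl. Between 4 dpl and intact irises, 3131 transcripts differed, 2123 of them higher and 1008 lower at 4 dpl. Between 4 dpl and 1 dpl, 1004 transcripts differed, 628 of them higher and 376 lower at 4 dpl. These numbers depended strongly on the variance model. Without the intensity trend, 122, 259 and 80 transcripts passed in the same comparisons. In the comparisons with intact irises, the division into higher and lower also depended on the scale of the values. Rescaling each library to a total of 1000000 was an alternative chosen after the data were seen. Compared with intact irises, 2285 transcripts were then higher and 2284 lower at 1 dpl, and 3272 were higher and 2806 lower at 4 dpl. Between 4 dpl and 1 dpl the division changed little, with 1692 higher and 1016 lower. Median-of-ratios rescaling between libraries, an alternative set beforehand, gave 1440 higher and 551 lower at 1 dpl than in intact irises. At 4 dpl it gave 2289 higher and 901 lower. With the replicate number as a block, 1006, 1702 and 509 transcripts passed. Deviations from the group means had a mean correlation of -0.016 between same-numbered libraries of different groups. With intact replicate 3 included, 2009 transcripts were higher and 661 lower at 1 dpl, and 2410 were higher and 1048 lower at 4 dpl. Among transcripts called without it, its position was taken between the intact mean (0) and the later mean (1) on the log2 scale. Its median position was 0.414 for those lower at 1 dpl and 0.383 for those lower at 4 dpl. For those higher, it was 0 and 0.015. The falls therefore rest more on intact replicates 1 and 2 than the rises do. Of the 1504 transcripts higher at 1 dpl, 962 were also higher at 4 dpl than in intact irises, and 242 transcripts were lower at both times. The same intact libraries enter both comparisons, which favours the same direction at both times.

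**Figure D3:**
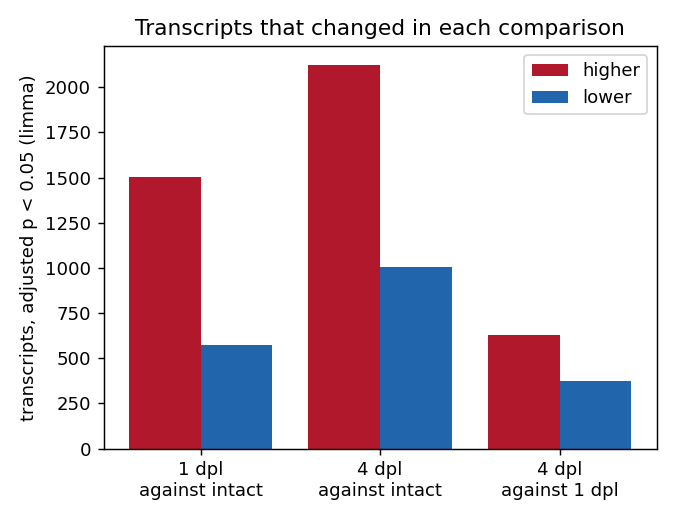
Number of transcripts with an adjusted p under 0.05 (y axis, transcripts) in each comparison (x axis), with separate bars for transcripts higher and lower in the first-named group. The bars for higher transcripts stand at 1504, 2123 and 628, and those for lower transcripts at 576, 1008 and 376.

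The transcripts with the greatest rise and fall at each time are given by ID or by kind of ID, because the deposited values do not pair IDs with gene names. They were chosen after their values were seen, among transcripts that passed the test, were above 0 in all 8 libraries and had values that did not overlap between the groups compared. At 1 dpl the greatest rise was that of mRNA143768, from 26.5 ± 15.2 (SD, n = 2) in intact irises to 10304 ± 2050 (SD, n = 3). Its log2 fold change was 8.65 (standard error 0.34, adjusted p = 2.15e-05 from limma). The greatest fall at 1 dpl was that of mRNA27188, from 9057 ± 1800.1 (SD, n = 2) to 58.3 ± 7.00 (SD, n = 3), a log2 fold change of -7.25 (standard error 0.46, adjusted p = 0.0002 from limma). At 4 dpl the greatest rise was that of a transcript with a StringTie ID, from 17.0 ± 3.61 (SD, n = 2) to 49742 ± 8783 (SD, n = 3), a log2 fold change of 11.43 (standard error 0.27, adjusted p = 8.98e-07 from limma). The greatest fall at 4 dpl was that of mRNA13698, from 22351 ± 15305 (SD, n = 2) to 114 ± 104 (SD, n = 3), a log2 fold change of -7.98 (standard error 0.85, adjusted p = 0.00203 from limma). With each library left out in turn, these log2 fold changes ranged from 8.06 to 9.25, from -7.45 to -7.04, from 11.23 to 11.64 and from -8.76 to -7.03, respectively. In intact replicate 3, the values were 69.7 for mRNA143768, 380.4 for mRNA27188, 123 for the transcript with a StringTie ID and 179.6 for mRNA13698, so that for mRNA13698 this library lay within the range of the 4 dpl libraries. With that library in the model, the log2 fold changes were 8.16, -5.73, 10.50 and -5.73, and all 4 transcripts still passed the test.

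**Figure D4:**
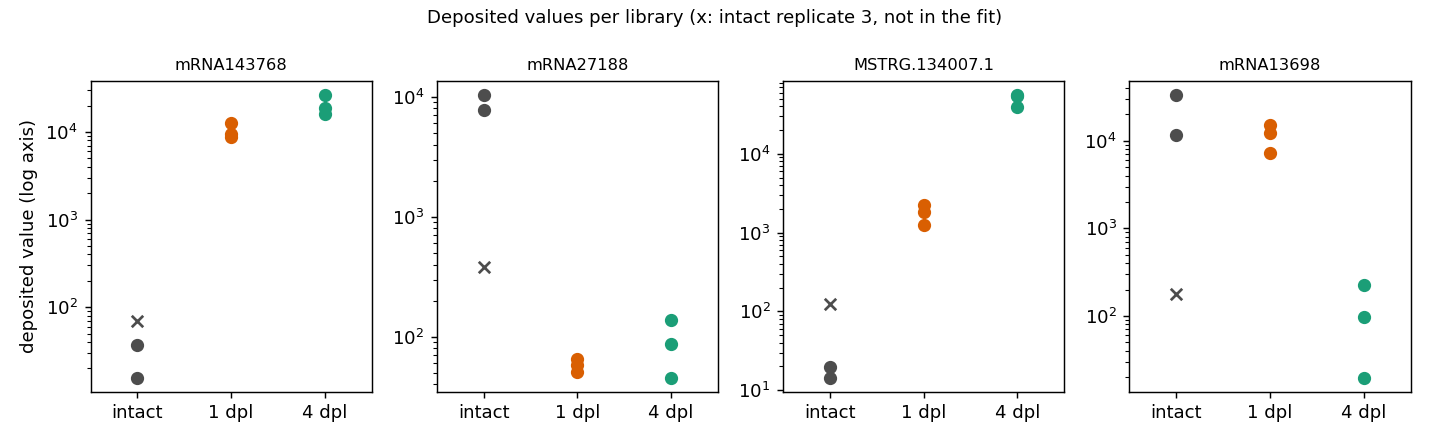
Deposited values (y axis, log scale) of 4 transcripts in intact, 1 dpl and 4 dpl irises (x axis), with 1 point per library and a cross for intact replicate 3, which was not in the model. For mRNA13698 the cross lies at 179.6, among the 4 dpl libraries, while the other intact libraries have a mean of 22351.

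The paper shows row-normalized values of select immune-related transcripts in N. viridescens and P. waltl (Fig. 2B, C), and from the upregulation of such transcripts after lens removal in both species it concludes that lentectomy triggered a complex immune response. Those named transcripts were not analysed here.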

### Macrophage depletion inhibits lens regeneration and affects cell cycle re-entry of iPECs

To test the role of macrophages during the early stages of lens regeneration, we injected control or clodronate liposomes into the eyes of the two newt species (Fig. 3A). Liposomes are phagocytized by macrophages and, if carrying clodronate, ultimately induce apoptosis [91, 92]. Lens regeneration was evident by 30 dpl in control-treated animals, but not in macrophage-depleted eyes, as indicated by the absence of a lens and ⍺A-Crystallin (a lens-specific marker) in both species (Fig. 3B,C). In addition, histological assessment revealed several morphological and cellular abnormalities in the eye and near the dorsal and ventral aspects of the iris. Furthermore, an unusual cellular accumulation in the anterior and posterior eye chamber was observed, resembling the formation of scar-like tissue (Fig. 3B, C). The inhibition of lens regeneration, morphological alterations, and cellular accumulation phenotypes were observed in 100% of the cases tested (n = 40 per species). These data suggest that macrophages are essential to achieve lens regeneration in newts, as their depletion leads to the formation of scar-like tissue instead of the formation of a new lens.

**Fig. 3:**
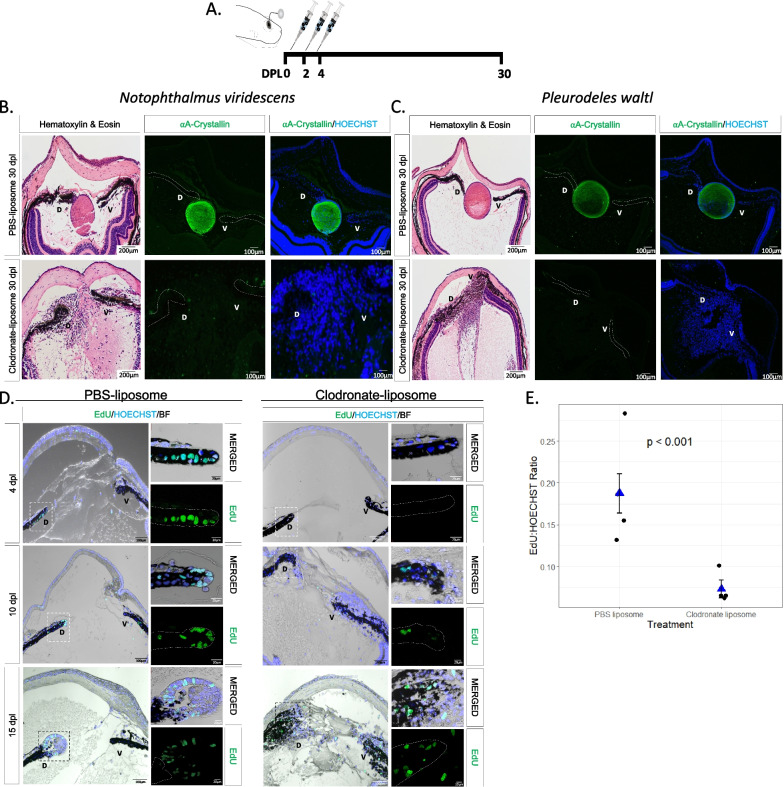
Early macrophage depletion inhibits lens regeneration and inhibits cell cycle re-entry of iPECs. **A** Schematic representation of experimental design. PBS or clodronate liposomes were administered intraocularly following lentectomy at 0, 2 and 4 dpl. **B** Lens regeneration in *N. viridescens* was inhibited following early macrophage depletion indicated by the absence of ⍺A-Crystallin staining (paraffin embedded tissue). In addition, cellular accumulation was observed in the eye cavity at 30 dpl (Stage VIII); n = 40. **C** *P. waltl* displayed a similar phenotype following intraocular administration of clodronate liposomes; n = 40. Scale bars: 200 µm (Hematoxylin & Eosin, left) and 100 µm (immunostainings, right) (paraffin embedded tissue); the dorsal (D) and ventral (V) iris epithelium are marked. **D** EdU assay was performed on eyes collected at 4 (Stage I), 10 (Stage II–III) and 15 (Stage IV–V) dpl following PBS and clodronate treatment (paraffin embedded tissue). The dorsal (D) and ventral (V) iris epithelium are marked. Inset images of the dorsal iPECs highlight the effects of macrophage depletion on cell cycle re-entry; n = 4 per time point. Scale bars: 100 µm (overviews, left) and 20 µm (insets, right). **E** Quantification of differences in the ratio of cells entering the S phase between clodronate and PBS treatment at 4 dpl; n = 4. We estimated that the ratio of EdU to Hoechst cells was 0.187 (standard error 0.023) for the PBS liposome condition, while the ratio was 0.073 (standard error 0.011) for the clodronate liposome condition. Negative binomial regression, *p* < 0.001

Next, we sought to explore potential mechanisms by which macrophage depletion could inhibit lens regeneration. Previous work suggested that macrophage depletion affects the survival of progenitor cells during fin regeneration in zebrafish [93]. We tested if similar mechanisms take place during newt lens regeneration by TUNEL staining. We found that macrophage depletion using clodronate liposomes did not lead to apoptosis of iPECs in the early stages of lens regeneration (up to 10 dpl; Additional file 2: Figure S3). As reported previously, apoptotic nuclei were observed at basal levels in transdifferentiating lens epithelial cells (LECs) in control-treated animals once a lens vesicle is formed (Additional file 2: Figure S3) [94].

Since apoptosis of iPECs was not evident at the early stage, we next investigated whether cell cycle re-entry is affected upon macrophage depletion by analyzing EdU incorporation in the lentectomized irises in *P. waltl*. Cell cycle re-entry of the terminally differentiated iPECs is one of the most prominent events after lentectomy [45]. We observed that macrophage depletion changed the dynamics of cell cycle re-entry of iPECs. As expected in control treated eyes, the iPECs of the dorsal iris re-entered the cell cycle at 4dpl as indicated by EdU + staining (Fig. 3D). On the other hand, upon macrophage depletion, iPECs failed to re-enter the cell cycle as indicated by the lack of EdU staining inside the iris epithelium (Fig. 3D). During later stages in control eyes, lens epithelial and lens fiber cells located inside the lens vesicle were EdU + at 10 dpl and 15 dpl respectively, whereas in clodronate liposome treated eyes, a lens vesicle failed to form, and EdU + cells were detected inside the iris and inside the vitreous and aqueous chambers (Fig. 3D). Based on a Negative Binomial Regression analysis, we found strong evidence of differences (*p* < 0.05) in the log ratio of mean EdU + cells to HOECHST + cells at 4 dpl (Fig. 3E). Note that we provide a justification in the Methodology section for use of Negative Binomial regression instead of a t-test; the t-test based analysis also yields *p* < 0.05. Furthermore, we noticed that the regenerating lens appears bigger and more developed at 15 dpl in control-treated animals compared with the mpeg1:GFP animals at the same time (compare PBS-liposome group, 15dpl in Fig. 3D, where animals were 6 months old, with 15dpl in Fig. 2A, where animals were 3 years old). This observation is consistent with our previous study showing that lens regeneration is delayed in older *P. waltl* [44]. Our data support that, while macrophage depletion does not cause an apoptotic response during the early timepoints evaluated in this study, macrophages do play a role in the induction of cell cycle re-entry of iPECs.

### Macrophage inhibition prolongs inflammation, alters ECM remodeling, and causes a fibrotic-like response

To characterize the effects of macrophage depletion on the ensuing inflammatory response after lentectomy, we performed RT-qPCR to measure changes in the expression of the pro-inflammatory cytokine, IL-1β. Consistent with our bulk RNAseq experiments (Fig. 2B, C), *IL-1β* expression was upregulated after lentectomy and returned to basal levels by 30dpl in control eyes (Fig. 4A). However, in clodronate-treated eyes, IL-1β expression was significantly higher than controls at 10 dpl and remained higher than controls even at 30 dpl (Fig. 4A).

**Fig. 4:**
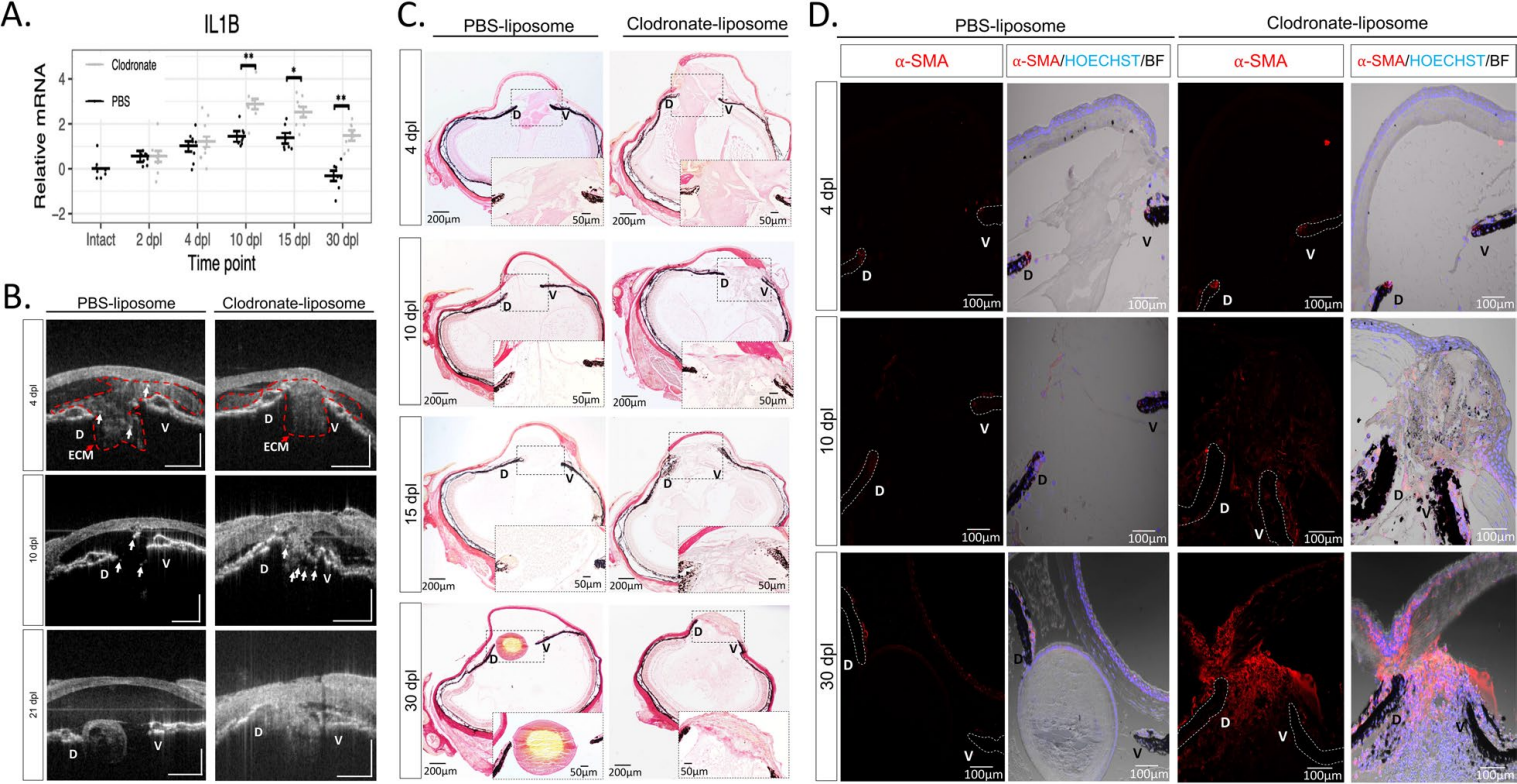
Early macrophage inhibition prolongs inflammation and disrupts ECM remodeling. **A** RT-qPCR analysis revealed an upregulation of IL-1β expression in clodronate-treated eyes at 10, 15, and 30 dpl; 8 eyes per treatment at each time point, *adjusted *p* < 0.005, **adjusted *p* < 0.0001. Error bars in plots represent standard error of mean estimate. Estimates were determined as described in methods to account for batch effects. Transcript abundance in the intact eye is shown for reference but was not included in the statistical analysis (see methods, Additional file 1: Appendix 1). **B** In vivo imaging of lens regeneration with SD-OCT shows the kinetics of ECM clearing in PBS liposome treated eyes. Following macrophage depletion, ECM remodeling was altered, and regeneration was inhibited; n = 10. Arrows point to cloudy opacity in the SD-OCT image that is interpreted as ECM accumulation. **C** Deposition of collagen fibers were visualized with picrosirius red staining (Collagen stain red/pink in brightfield images) (paraffin embedded tissue). Collagen fibers were detected in the vitreous and aqueous chambers of PBS treated eyes at 4 dpl (Stage I) but cleared out by 10 dpl (Stage II-III); n = 6. A progressive increase in collagen staining intensity was observed in clodronate treated eyes. Inset images show a higher magnification of the aqueous chamber. **D** The absence of macrophages triggers a fibrotic-like response. Myofibroblast presence was noted in the vitreous and aqueous chambers of macrophage depleted eyes at 10 (Stage II-III) and 30 dpl (Stage VIII), as indicated by ⍺-SMA staining; n = 6. Scale bars: 100 µm (paraffin embedded tissue)

We then used SD-OCT to image the morphological changes that accompany macrophage depletion. The non-invasive nature of SD-OCT allowed us to monitor the lens regeneration process from the same newt in real time [78]. Using SD-OCT, we recently demonstrated that ECM remodeling is dynamic and highly orchestrated during lens regeneration [44]. At 4 dpl, a cloudy opacity was observed in the anterior eye chamber between the dorsal and ventral iris of both PBS- and clodronate-treated eyes, indicating an accumulation of ECM (Fig. 4B, Additional file 6: Video S4). By 10 dpl, the opacity was cleared from the anterior chamber of control eyes, and a newly formed lens vesicle was observed at the dorsal iris by 21 dpl (Fig. 4B, Additional file 7: Video S5 and Additional file 8: Video S6). In contrast, by 10 dpl, ECM not only failed to clear, but progressively worsened by 21 dpl from macrophage-depleted eyes (Fig. 4B, Additional file 9: Video S7, Additional file 10: Video S8 and Additional file 11: Video S9). Several other morphological abnormalities were detected in the newt eye by 21 dpl. The aqueous humor that fills the area between the cornea and iris failed to reform in clodronate-treated eyes, and bright spots were observed in the vitreous and around the dorsal and ventral irises (Fig. 4B). We interpreted the bright spots as the cellular accumulation shown in Fig. 3B, C. To confirm our interpretation of the SD-OCT findings, we used histology and picrosirius red staining to detect collagen fibers, a major component of the ECM [44]. Collagen accumulation appeared to be larger and denser in the anterior chamber of clodronate-treated eyes compared to control eyes at 4 dpl (Fig. 4C). In agreement with our SD-OCT interpretations, we observed that collagen fibers started to clear out at 10 dpl in control eyes and, by 30 dpl, very few collagen fibers were detected in the eye chambers. In contrast, collagen staining remained at 30 dpl in clodronate-treated eyes (Fig. 4C). Furthermore, we found that at least some of these cells are myofibroblasts via alpha smooth muscle actin (⍺-SMA) staining (Fig. 4D). Myofibroblasts are known to be involved in ECM remodeling, immune modulation, and angiogenesis [95]. To evaluate the kinetics of myofibroblast activation and accumulation in the anterior eye chamber, we performed immunostaining with ⍺-SMA at 4, 10, and 30 dpl in *P. waltl*. While at 4 dpl we detected very few ⍺-SMA + cells in both experimental conditions, by 10 dpl, the accumulation of ⍺-SMA + cells was evident only in the anterior chamber of macrophage-depleted eyes, and this phenomenon was exacerbated by 30 dpl. In contrast, newts treated with control liposomes displayed substantially lower ⍺-SMA reactivity at 30 dpl relative to clodronate treatment (Fig. 4D). Collectively, SD-OCT and histology demonstrate significant abnormalities following macrophage depletion in the newt eye, including cellular accumulation and lack of ECM clearance, which result in the formation of scar-like tissue instead of lens regeneration.

### Exogenous FGF2 can rescue lens regeneration processes in macrophage-depleted eyes

Previous studies have shown that FGF signaling pathway plays an important role during lens regeneration [96–100]. Since macrophages can directly secrete FGF in certain conditions [101, 102], we hypothesized that macrophage depletion could affect the percentage of iPECs re-entering the cycle by affecting the FGF levels in the newt eye. To test this hypothesis, we administrated exogenous FGF2 into the newt eye right after lentectomy, followed by clodronate treatment (Fig. 5A). We observed that FGF2 treatment caused a significant increase (*p* < 0.001) in the overall number of EdU + iPECs at 4 dpl relative to clodronate treatment only (Fig. 5B). Astonishingly, by 30 dpl, a lens vesicle was observed in one third of the cases, stemming from the dorsal iris of FGF2-supplemented eyes following clodronate treatment (4/12 eyes) (Fig. 5C). In addition to rescuing regeneration, clodronate and FGF2 co-administration caused a reduction in the generalized cellular accumulation, as indicated by the lack of nuclear staining compared to clodronate and PBS co-administration (Fig. 5C). Our data show that exogenous administration of FGF2 in macrophage-depleted eyes can rescue lens regeneration and modulate the accumulation of scar-like tissue.

**Fig. 5:**
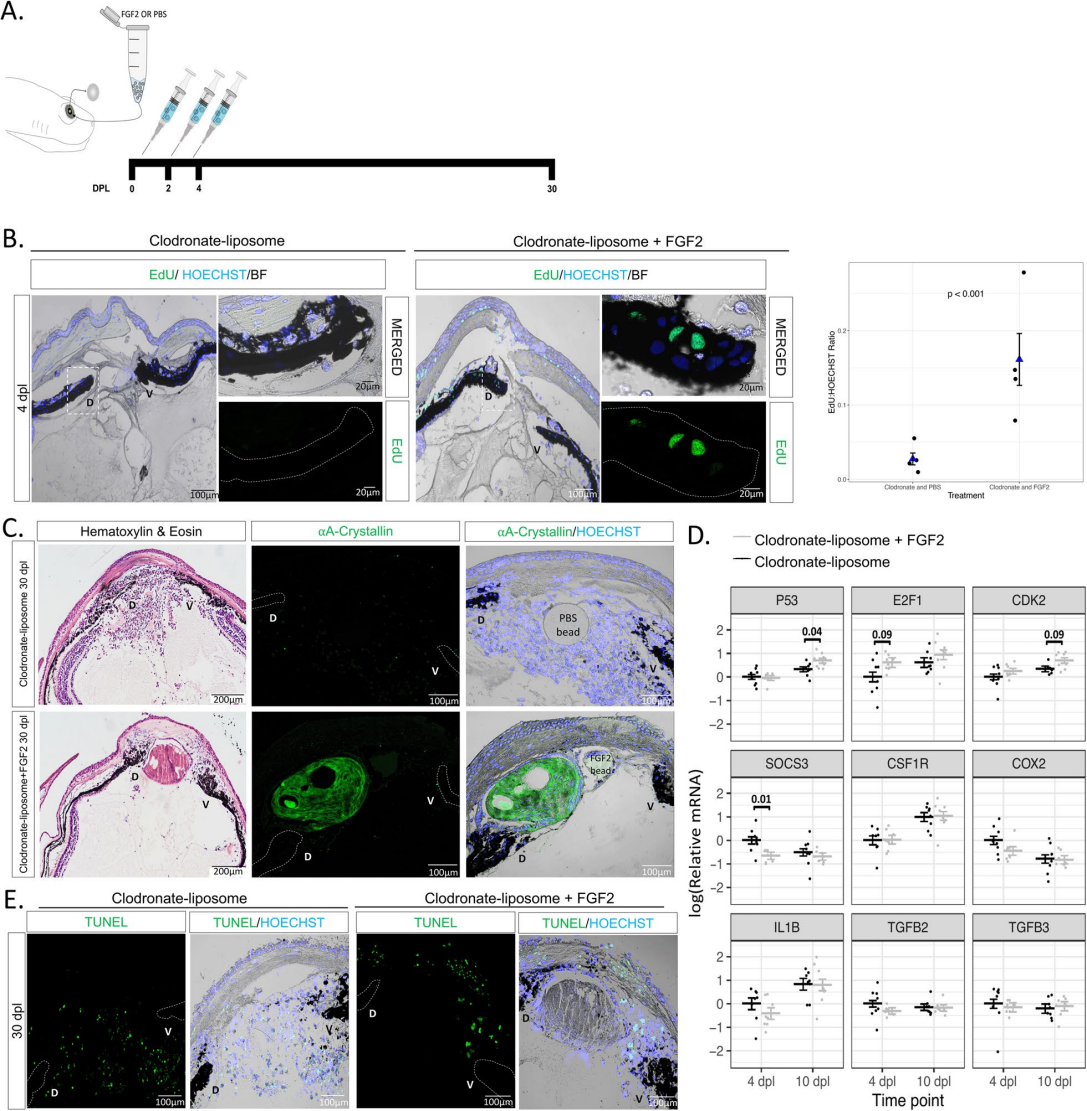
Exogenous FGF2 rescues cell cycle re-entry and lens regeneration following early macrophage depletion. **A** Schematic representation of experimental design. Clodronate liposomes were administered intraocularly following lentectomy at 0, 2 and 4 dpl, and a heparin bead incubated with PBS or FGF2 was added into the newt eye at 0 dpl. **B** EdU staining (paraffin embedded tissue) and quantification revealed a significant increase (*p* < 0.001) in iPECs at the S-phase of the cell cycle in clodronate and FGF2-treated eyes; n = 4. We estimated that the ratio of EdU to Hoeschst was 0.161 (standard error 0.035) for the clodronate and FGF2 condition, while 0.028 (standard error 0.008) for the clodronate and PBS condition. Scale bars: 100 µm (overviews, left) and 20 µm (insets, right). Negative binomial regression, *p* < 0.001. **C** Histology and immunostaining (paraffin embedded tissue) for lens specific marker ⍺A-Crystallin revealed that exogenous supplementation of FGF2 induced lens regeneration and resolve cellular accumulation at 20 dpl in 4/12 eyes. On the contrary, none of the 12 clodronate treated eyes that were supplemented with PBS beads had a crystallin lens; n = 12. Scale bars: 200 µm (Hematoxylin & Eosin, left) and 100 µm (immunostainings, right). **D** RT-qPCR analysis for genes involved in cell cycle and inflammation at 4 and 10 dpl; 8 eyes per treatment at each time point. Statistical analysis using two-way ANOVA was performed and the adjusted *p* values displayed for *p* < 0.1. Error bars in RT-qPCRs plots represent standard error of mean estimate. Estimates were determined as described in methods to account for batch effects. **E** Detection of apoptosis in clodronate treated eyes with and without FGF2 supplementation. TUNEL + nuclei were observed in the cornea and near the ventral (V) iris; n = 12. Scale bars: 100 µm (paraffin embedded tissue)

We next evaluated the gene expression levels of several inflammatory and cell cycle-related genes via RT-qPCR analysis at 4 and 10 dpl. The expression levels of cell cycle associated gene (P53) was found to be significantly upregulated in clodronate/FGF2-treated eyes compared to clodronate/PBS-treated eyes at 10 dpl. In addition, we observed moderate evidence (adjusted *p* < 0.1) that *E2F1* and *CDK2* were upregulated at 4 dpl and 10 dpl respectively in the FGF2-treated eyes. Furthermore, the expression of the suppressor of cytokine signaling 3 (*SOCS3*) gene was significantly downregulated at 4 dpl in clodronate/FGF2-treated eyes. In contrast, we did not find evidence for changes in the expression patterns of macrophage specific receptor *CSF1R* or inflammatory agents *COX2*, *IL-1β*, *TGFβ2*, and *TGFβ3* in control and FGF2-treated eyes (Fig. 5D). We then tested if supplementing FGF2 in macrophage depleted eyes affected the apoptotic levels at 30 dpl. We found that apoptotic cells were still evident in the aqueous chamber near the regenerating lens and inside the cornea (Fig. 5E). Our results suggest that FGF2 plays an important role during iPECs cell cycle re-entry and supplementation of exogenous FGF2 is sufficient to start the regeneration process, even in the absence of macrophages.

### Late administration of clodronate enhances apoptosis and pro-inflammatory signals

To examine if newt macrophages play a role during the later stages of lens regeneration after the critical window of lens vesicle formation has passed, we treated eyes with either clodronate or PBS liposomes at 10, 12, and 14 dpl (Fig. 6A). Even though a lens was detected by 30 dpl, and LECs were positive for EdU and phospho-histone H3 (PHH3), the lens appeared smaller in all clodronate-treated eyes (Fig. 6B). In addition to abnormal lens morphology (smaller size, presence of cells without fiber characteristics in the lens cortex and a multilayer lens epithelium), severe cellular accumulation was observed between the lens and the ventral iris (Fig. 6B, C). Collagen fiber staining revealed that ECM accumulation was evident in the vitreous and aqueous chambers following clodronate treatments (Fig. 6C). Furthermore, TUNEL + nuclei were observed inside the lens fibers and near the ventral iris in clodronate treated eyes, indicating that macrophages may play a role in preventing cell death during the late phases of lens regeneration (Fig. 6D). Similar observations were noted when clodronate administration was initiated at 20 dpl (Additional file 2: Figure S4). To complement, we tested for the expression of selected immune and inflammation related targets via RT-qPCR and found that late clodronate administration caused an increase in expression of the pro-inflammatory cytokine *IL-1β* and the macrophage-specific receptor *CSF1R* at 30 dpl (Fig. 6E). Expression patterns of *FGF2*, *TGFB2*, *TGFB3*, *MMP3*, and *MMP9* were not significantly changed (Fig. 6E). Altogether, these data suggest that macrophages are also necessary for the proper regeneration of the lens in the later phases of the process, potentially controlling survival of lens cells and resolving pro-inflammatory signals.

**Fig. 6:**
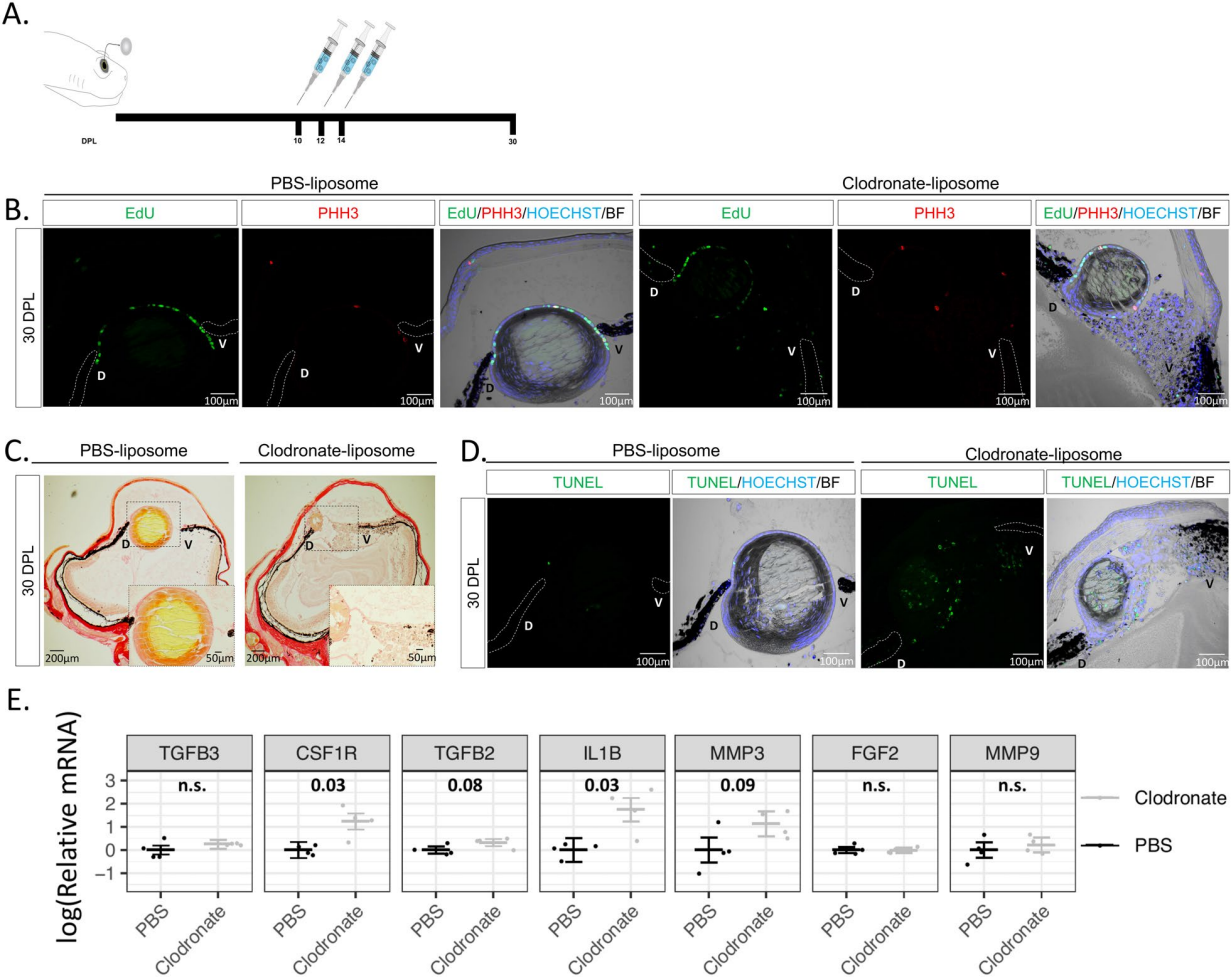
Late macrophage depletion after lens vesicle formation enhances apoptosis and pro-inflammatory signals. **A** Schematic representation of experimental design. Clodronate or PBS liposomes were injected intraocularly in the aqueous chamber at 10, 12, and 14 dpl after lens vesicle formation. **B** LEC in both treatments were positive for EdU and mitosis marker PHH3; n = 6. Scale bars: 100 µm (paraffin embedded tissue). **C** Collagen staining was more abundant in the vitreous chamber of the clodronate treated eyes; n = 6. Inset images show higher magnification of the aqueous and vitreous chambers (paraffin embedded tissue). **D** Apoptotic cells were detected in the aqueous chamber and inside the regenerating lens of clodronate liposome-treated eyes; n = 6. Scale bars: 100 µm (paraffin embedded tissue). **E** RT-qPCR analysis revealed an upregulation of the anti-inflammatory gene IL1-β and macrophage receptor CSF1R following late clodronate administration; 4 eyes per treatment. Statistical analysis using Welch's two-sample t-test was performed and adjusted *p* values displayed for *p* < 0.1. Error bars in plots represent standard error of mean estimate. n.s., Not significant (See Additional file 1: Appendix 1)

### A new injury helps to resolve the fibrotic phenotype and can re-activate lens regeneration

The results observed above led us to believe that macrophages in newts were playing an anti-fibrotic role during the injury response. This made us question whether macrophages could resolve the fibrotic injury that was triggered by their absence, if given sufficient time to recover in number following clodronate depletion and lentectomy. To test this, we treated eyes with clodronate or PBS liposomes at 0, 2, and 4 dpl and monitored the animals using SD-OCT for 100 days, as well as H&E, EdU staining, and ⍺A-Crystallin immunohistochemistry. We found no evidence of proliferation or lens formation at 100 dpl in all cases that were treated with clodronate (n = 10) (Fig. 7A). Startlingly, we also observed a microphthalmic phenotype in 5/10 eyes that were treated with clodronate (Fig. 7B).

**Fig. 7:**
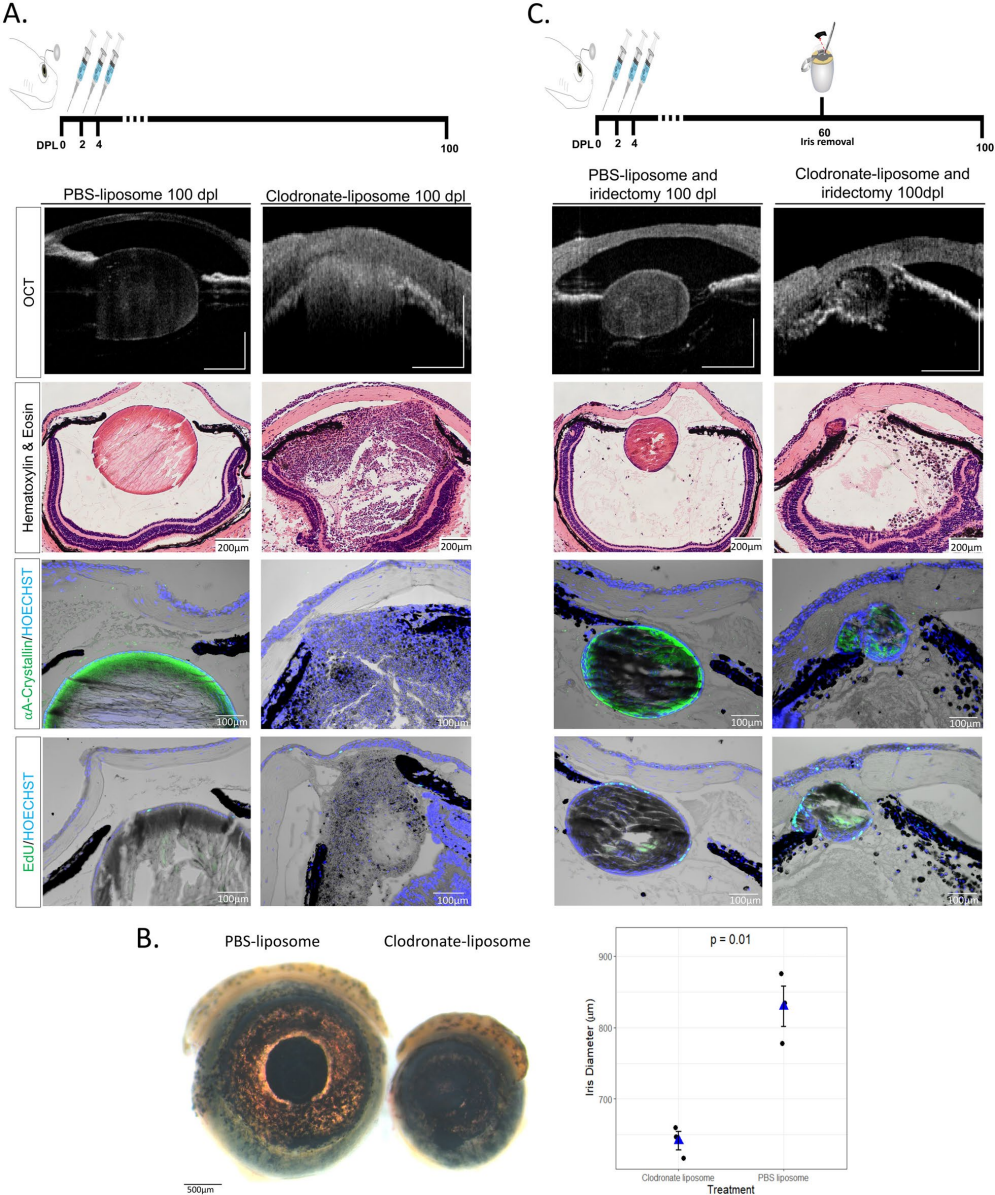
A secondary injury can induce the reabsorption of the scar-like tissue and re-initiate lens regeneration. **A** Schematic representation of the experimental design. Clodronate or PBS liposomes were administered at 0, 2 and 4 dpl. At 100 dpl (Stage IX), 10/10 clodronate liposome treated eyes showed severe cellular accumulation, and ECM (cloudy opacity) in the aqueous and vitreous chambers. Furthermore, no lens was observed in any of the clodronate liposome-treated eyes as indicated by the absence of lens specific marker ⍺A-Crystallin, and no EdU + cells were observed in the lens (paraffin embedded tissue). On the contrary, 10/10 of the PBS liposome-treated eyes regenerated a crystallin lens with EdU LECs without signs of ECM or cellular accumulation; n = 10 per treatment. Scale bars from top to bottom: 100 µm (OCT), 200 µm (Hematoxylin & Eosin) and 100 µm (immunostainings,). **B** At 100 dpl, microphthalmia was observed in clodronate liposome-treated eyes. Scale bar 500 µm. Statistical analysis using Welch's two-sample t-test was performed and adjusted *p* values displayed for *p* < 0.1 (See Additional file 1: Appendix 1). Dots represent the average diameter of animals' eyes (n = 3 surviving animals in each condition). **C** Schematic representation of experimental design. Iridectomy was performed at 60 dpl and eyes were collected for histological analysis at 100 dpl. Secondary injury in the iris restarted the lens regeneration process, resolved cellular and ECM accumulation in 3/8 clodronate liposome-treated and iridectomized eyes, as indicated by SD-OCT, histology, ⍺A-Crystallin and EdU staining at 100 dpl (40 days post-secondary injury); n = 8 (paraffin embedded tissue). Regeneration was restarted in all PBS liposome-treated eyes; n = 8. Scale bars from top to bottom: 100 µm (OCT), 200 µm (Hematoxylin & Eosin) and 100 µm (immunostainings)

We hypothesized that once the effects of clodronate diminished and macrophages returned to the eye chamber, they would be met with an inflammatory microenvironment that would immediately polarize them to a damaging, pro-inflammatory phenotypic response. Therefore, we wanted to test if a second injury was sufficient to reprogram the macrophages in order to resolve the chronic inflammation and fibrosis. To do that, we surgically removed a piece of the dorsal iris (iridectomy) at 60 dpl in control- and clodronate-treated eyes without removing the fibrotic mass that was present in the anterior eye chamber (Fig. 7C). It was previously shown that following iridectomy, the iPECs proliferate to replace the missing tissue, and a lens is formed by the transdifferentiation of the newly formed iPECs [103]. Similar to these observations, we detected a newly formed lens following iridectomy in control PBS-treated eyes (Fig. 7C). Interestingly, we found that in 3/8 cases where iridectomy was performed in clodronate-treated eyes, regeneration was initiated, indicated by the presence of an ⍺A-Crystallin + lens vesicle at the dorsal iris (Fig. 7C). Importantly, the cellular accumulation and fibrotic phenotype was mostly resolved from the anterior chamber in the cases that lens regeneration was induced (Fig. 7C).

## Discussion

While it is generally accepted that macrophages play a significant role in tissue repair and regeneration, there is ongoing debate about the precise mechanisms and factors involved. Research in a variety of model organisms have shown that macrophages can both promote and inhibit scar formation, depending on their phenotype and the stage of the repair process [104, 105]. This involvement of macrophages is essential for understanding tissue regeneration mechanisms, as differently polarized macrophages express specific pro- and anti-inflammatory cytokines, influencing multiple processes such as direct and indirect roles in ECM remodeling, vascular inflammation, repair, chemotaxis, recruitment of various cell types, phagocytosis, pro-angiogenesis signaling networks, and physical interactions with endothelial cells [106, 107].

Studying the role of macrophages in regenerative contexts on different model organisms can shed light into the details of how macrophages can control different healing trajectories (regeneration vs. scar formation). The knowledge gained understanding the physiological regeneration process in regenerative species could one day be used to influence the cellular fate and pathophysiology in non-regenerative species. For example, using two species of mice (*Acomys and Mus*), Simkin and collaborators identified secreted factors from activated *Acomys* macrophages that induce a pro-regenerative phenotype in fibroblasts from both species, demonstrating that cell-autonomous mechanisms govern how macrophages react to the same stimuli to differentially produce factors that facilitate regeneration [108].

Despite being the animals with the highest regenerative capacity of the tetrapod lineage, the immunology field in salamander regeneration research is still in its infancy, with just a few studies exploring the role of macrophages in limb regeneration of the axolotl [17, 21, 25]. In this study, we used the lens regeneration paradigm in two newt species to build upon our knowledge of the macrophage’s role during pro-regenerative responses and scar formation.

We present here a transgenic newt line, * mpeg1:GFP*, that opens new avenues for in vivo tracking studies and will enable cross species comparisons of transcriptional profiles at the single cell level. A similar zebrafish reporter line [46] has been recently used to characterize at the cellular levels pro-inflammatory phagocytic macrophages and pro-remodeling macrophages with tissue regeneration signatures [109]. The presence of macrophages had been described in *Notophthalmus* up to 20 days using classical techniques, such as light and electron microscopy [40], but their function required further investigation [110]. Using our mpeg1:GFP line, we provide the first spatial description of the transient occupation of macrophages on different eye structures along the course of 30 days during lens regeneration in *P.  waltl*.

We show for the first time the complex and dynamic immune signature of early responses to lentectomy in these two newt species, with upregulation of transcripts involved in inflammation, ECM remodeling, pattern recognition, macrophages/monocytes, vascular development, complement activation, and angiogenesis. Both in acute and chronic wound healing of multiple tissues and species, macrophages display direct and indirect roles in hypertrophic scar formation versus scarless repair, as they can modulate fibroblast proliferation, myofibroblast differentiation and remodeling processes such as collagen deposition [93, 111–114]. The early upregulation of anti- and pro-inflammatory transcripts is similar to that reported in other tissues in regeneration-competent amphibian species [13, 16, 17].

To expand beyond simply describing the presence of macrophages during lens regeneration, which was first characterized over six decades ago [38–41, 110], we also show the consequences of macrophage depletion during lens regeneration in newts. Using a similar macrophage depletion approach, macrophages were found to be required for limb regeneration in another salamander species, the axolotl [17]. Here we show that, like in the axolotl limb [17], macrophages are essential to achieve lens regeneration in newts, as their depletion leads to the formation of scar-like tissue instead of the formation of a new lens. There is increasing evidence that the innate immune system, and macrophages or macrophage-like cells, interact with and modulate other cells during regeneration to regulate processes like stem cell behavior and cell competition [115]. In the case of newt lens regeneration, we observed changes in the rate of cell cycle re-entry and proliferation of iPECs, but we did not find evidence of apoptosis in dorsal iPECs at the early stages of regeneration. We used non-invasive SD-OCT to monitor the lens regeneration process from the same newts in real-time [44, 78], and recorded the dynamic formation of scar tissue following macrophage depletion. We describe here a clodronate-induced accumulation of both collagen and myofibroblasts. Based on studies in other model organisms, newt macrophages could be directly impacting extracellular matrix remodeling [19, 102, 116–119]. Our findings suggest that under normal conditions in the newt eye, macrophages play a critical role in preventing myofibroblast accumulation and modulating ECM remodeling. Future studies will need to characterize the phenotypic responses of macrophages associated with these pro-wound healing and anti-fibrotic responses. Myofibroblasts are known to be involved in ECM remodeling, immune modulation, and angiogenesis [95]. However, in zebrafish, macrophages have been found to directly contribute collagen to scar formation during tissue repair processes, challenging previous beliefs about the exclusive role of myofibroblasts in collagen deposition [117]. Whether the accumulation of collagen found in newts after early depletion of macrophages by clodronate is secreted by myofibroblasts, late macrophages, or both requires further investigation.

Previous studies have shown that the FGF signaling pathway plays an important role during lens regeneration [96–100], and macrophages can directly secrete FGF in certain conditions [101, 102]. Additionally, FGF2 and macrophages have been previously linked in cancer research. FGF2 has been found to alter macrophage polarization, impacting tumor immunity and growth. Tumor-associated macrophages express high levels of FGF2, influencing their behavior and interactions within the tumor microenvironment [120]. In nasopharyngeal carcinoma, FGF2 signaling modulates pericyte-macrophage crosstalk and metastasis. FGF2 indirectly activates macrophages via pericytes, affecting their migration and polarization towards an M2 phenotype [121]. Macrophages have been identified as a crucial link between angiogenesis and lymphangiogenesis, with different macrophage phenotypes expressing genes involved in promoting angiogenesis, including VEGF-A and FGF2 [122]. Here we show that exogenous administration of FGF2 in the absence of macrophages recovers iPEC proliferation decay, reduces the cellular accumulation characteristic of the fibrotic scar, and has the potential to rescue regeneration. Our results indicate that expression of SOCS3 is downregulated in newt eyes that are supplemented with FGF2, and SOCS3 has been shown to function as a negative regulator of the FGF2 signaling pathway [123]. Furthermore, inhibition of SOCS3 has been shown to promote liver and axon regeneration in mammals [124, 125]. How macrophages either directly or indirectly affect the expression of FGFs in the newt eye requires further exploration. One possible explanation is that, like tumor associated macrophages [120], newt macrophages may directly secrete FGF into the iris to promote proliferation since direct secretion of FGFs have been reported before in other contexts [102, 126]. Alternatively, macrophage depletion could indirectly affect FGF levels by preventing its trafficking from nearby tissue sources (Fig. 8). During lens regeneration, the neuroretina secretes growth factors that are necessary for the reprogramming of iPECs [127, 128]. Also, in line with this hypothesis, neuroretina-derived FGFs are essential for lens development [129, 130]. Here, we show that lentectomized eyes treated with clodronate liposomes exhibit higher levels of collagen in the aqueous and vitreous cavities. Therefore, it is possible that excessive amounts of ECM accumulation in the eye cavity could negatively affect the trafficking of growth factors from the neuroretina into the iPECs [131].

**Fig. 8:**
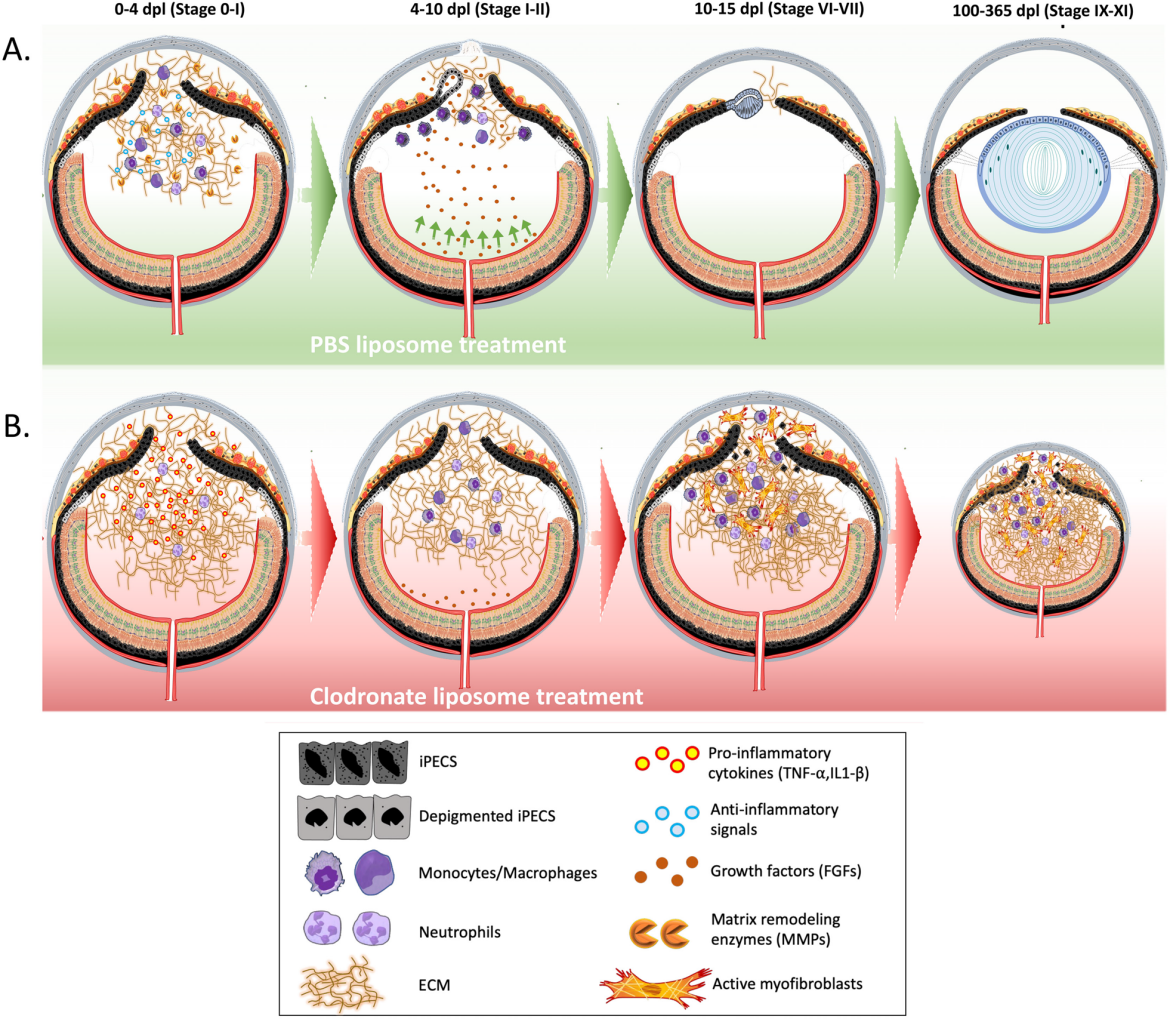
Simplified overview of the proposed model. **A** Following lentectomy, pro-inflammatory cytokines are secreted into the eye cavity and the anterior chamber of the newt eye fills with ECM. Macrophages and other immune cells accumulate in the eye by 4 dpl and secrete anti-inflammatory signals and matrix remodeling molecules to resolve inflammation and degrade ECM. Once ECM is cleared out, growth factors that are secreted from the neural retina reach the iPECs which then enter the cell cycle and start to dedifferentiate. During this phase, macrophages phagocytize the melanosomes that are discharged by iPECs [35, 38, 40]. Dorsal iPECs become completely depigmented and give rise to a new lens vesicle. As LECs proliferate and differentiate into lens fibers, the regenerating lens becomes larger. **B** Upon clodronate treatment, the lack of anti-inflammatory cytokines and matrix remodeling molecules caused by the absence of macrophages at 4dpl, results in an increased and prolonged inflammatory state and the exacerbation of matrix accumulation. As a result, growth factors secreted from the retina can’t traffic through the damaged eye chamber and iPECs fail to re-enter the cell cycle. Alternatively, the macrophages are directly modulating the cell cycle re-entry of the iPECs. The pathogenic environment triggers the recruitment, differentiation, and activation of myofibroblast into the newt eye, contributing to the scar formation. Macrophages returning to the eye following clodronate treatment are unable to resolve the advanced inflammation and fibrotic environment. Absence of lens, severe fibrosis and chronic inflammation results in microphthalmia

Several studies have demonstrated that the initiation of inflammation is necessary for successful regeneration [93, 132–136]. However, the magnitude and duration of inflammation are also key for determining the wound healing outcome [137, 138]. The resolution of inflammation occurs much faster in regeneration-competent animals compared to non-regenerative species, such as mammals [139, 140]. In fact, pharmacological attenuation of inflammation promotes tissue repair in regeneration-incompetent animals, demonstrating the importance of resolving inflammation during the early stages of wound healing [13, 141]. Increasing evidence suggests that macrophages are responsible for placing the necessary restraints on the inflammatory reaction during the early stages of regeneration [16, 17, 93, 142]. Consistent with these studies, we show that macrophage depletion in the newt eye prolongs the expression of pro-inflammatory cytokine IL1-β.

In mammals, prolonged expression of inflammatory genes often leads to fibrosis and ultimately scarring [143–145]. This phenomenon is exacerbated during aging and repeated damage [146, 147]. Salamanders, on the other hand, have mastered scar-free healing and are thought to be resistant to fibrosis. This ability was highlighted in a pioneering study, in which the lens was removed 18 times from the same newts in a period of 19 years, and each time the lens was perfectly regenerated without any signs of fibrosis or scarring [148, 149]. It is tempting to speculate that the resistance to fibrosis in these animals could be due to newt macrophages adopting an earlier and more robust anti-inflammatory phenotype relative to their mammalian counterparts. However, currently, the newt macrophage polarization states after injury are undefined, and this is a topic of ongoing research by our group and others. Interestingly, in a recent study, Simkin et al. showed that macrophages of *Acomys *spp. adopt a pro-regenerative phenotype and secrete several factors that have the potential to modulate ear pinna regeneration, as opposed to macrophages from the regeneration incompetent mice, *Mus musculus *[108]. Furthermore, in another recent study, Debuque et al. directly compared salamander and mammalian macrophages after exposure to different damage-associated molecular patterns (DAMPs) and pathogen associated molecular patterns (PAMPs) and showed that salamander macrophages evolved distinct signaling mechanisms that could favor regeneration outcome [11].

Macrophage depletion with clodronate is transient, yet the return of macrophages was unable to resolve the ECM accumulation that occurred in their absence. Even in clodronate-early-treated eyes monitored for 100 dpl, we found that the scar-like tissue components (cellular inflammation, ECM accumulation, and fibrosis) progressively got worse, often leading to microphthalmia. However, we show that a secondary injury to the dorsal iris is sufficient to resolve the fibrotic lesion and re-start the process of regeneration. These findings are noteworthy and suggest that while the return of late macrophages is not sufficient to resolve a fibrotic scar in the newt eye, a new injury can recruit (or re-program) the type of macrophage needed to eliminate a previously established fibrotic lesion. Whether some other cell type’s response to injury is required to facilitate the reprogramming of newt macrophages into a pro-resolving and anti-fibrotic phenotype requires further study, but it undoubtedly has exciting potential. Consistent with our observations, Godwin et al., had previously shown that re-amputation of fibrotic limbs after macrophage depletion in axolotls rescued regeneration [17]. In these experiments, the entire fibrotic environment was removed by the amputation. In contrast, for our study, we kept the vitreous and aqueous chambers intact (areas filled with collagens, cellular accumulation, and myofibroblasts) when the dorsal iris epithelium was reinjured. Thus, our findings illustrate that newts not only can re-start a previously failed regeneration process, but they are able to repair previously established fibrotic tissue under the right circumstances. Future studies comparing the phenotypes of newt macrophages during lens regeneration in control animals to those recruited to the fibrotic environment after clodronate treatment and to those after secondary injury have potential therapeutic interest, as this approach could give us clues as to which polarizing factors are responsible for inducing anti-fibrotic and pro-regenerative outcomes in newts.

While this study offers valuable insights, it's important to acknowledge some of its limitations. First, bulk transcriptomic methods were used to characterize the molecular mechanisms that promote wound healing and inflammation resolution during the early stages of regeneration. The iris epithelium and stroma consist of a heterogeneous cell population (iPECs, keratinocytes, melanocytes, muscle, blood, and infiltrating immune cells, such as macrophages). In axolotls and zebrafish, not only immune cells, but also other cell types, such as blastema progenitors, senescent cells and fin epithelial cells (in limb and fin, respectively) can produce cytokines that modulate the inflammatory response and influence the outcome of regeneration [93, 150, 151]. Future studies utilizing technologies with the ability to resolve cell types, such as cell sorting, single-cell RNA sequencing, and/or spatial transcriptomics will shed light on how each cell population contributes differently during lens regeneration. Furthermore, these technologies will allow us to identify the heterogeneity of the cellular accumulation that we observed following clodronate treatment. Another limitation comes from the use of liposomes to deplete macrophages. Since liposomes cannot penetrate the blood–brain barrier, they must be injected intraocularly, thus creating an additional injury to the eye. Since other phagocytic cells have been reported to ingest clodronate-liposomes [92, 152], we are also embarking on pharmacological studies using small molecules to target macrophages. The generation of animals with genetically depleted macrophages will further aid the exploration of macrophage function during scar-free healing in newts.

## Conclusions

Our results demonstrate that newt lens regeneration can be added to the ever-growing list of instances showcasing the necessity of macrophages for successful regeneration in multiple species. This study offers a unique perspective and a first glimpse into the functions of macrophages to achieve successful regeneration of the lens. Specifically, newt macrophages promote early cell cycle re-entry in iPECs, are required for the resolution of pro-inflammatory signals, and prevent fibrotic scar formation during lens regeneration. Furthermore, we show that macrophage depletion during lens regeneration leads to a failure of the regeneration program while also establishing a progressive fibrotic disease state that causes microphthalmia. The fibrotic tissue persists, even after the return of macrophages subsequent to the cessation of clodronate treatment. Remarkably, a secondary injury in the dorsal iris, months after the fibrotic lesion is established, elicits fibrotic scar resolution within the eye and restarts the process of lens regeneration. The reversal of fibrosis with re-injury occurs in the presence of returning macrophages, highlighting their potential role in clearing the previously established fibrotic disease. Taking into consideration that fibrosis in humans is often considered irreversible, these significant observations bear great translational potential. Our findings establish a new experimental model and context in which the mechanisms behind scar-free healing, regeneration, and scar reabsorption can be studied further.

### Supplementary Information

**Additional file 1**: Statistical analysis.

**Additional file 2**: **Fig S1.** mpeg1:GFP transgenic newts enable the in vivo labeling of macrophages. **A**, **D**, **G**, **J**, **M** Representative fluorescence images of sections of 5-month-old mpeg1:GFP newts showing presence of eGFP+ cells in the tail, trunk and head sections. **B** Anti-GFP immunofluorescence staining. **C** Merge of mpeg1:GFP endogenous fluorescence, anti-GFP and Hoechst. **E**, **H** F4/80 immunofluorescence staining. **F**, **I** Merge of mpeg1:GFP, F4/80 and Hoechst. **K**, **N** L-plastin immunofluorescence staining. **L**, **O** Merge of mpeg1:GFP, L-plastin and Hoechst. Arrows represent colocalization events. **P** Percentage of colocalization of endogenous eGFP (average from tail, trunk and head sections) with anti-GFP (97.5%), F4/80 (41.4%) and L-plastin (21.6%). Scale bar: 50 µm; n=3. Related to Fig. 1. **Figure S2.** Time-dependent regulation of KEGG pathways in the injured dorsal iris of *Notophthalmus viridescens.* A time course expression analysis was performed of the dorsal iris through 4 dpl. The shown pathways were overrepresented amongst transcripts that exhibited time-dependent regulatory patterns. The displayed expression values in each box represent the expression of homologous transcripts, ordered from left to right by time beginning with the intact iris. Color scale represents Z-score of expression values. Related to Fig. 2B. **Figure S3.** Clodronate treatment does not affect the survival of iPECs during the early stages of lens regeneration. (A) TUNEL assay was used to visualize apoptotic nuclei from control- and clodronate-treated animals at 1, 4, 10, 15, and 30 dpl (paraffin embedded tissue). Dashed lines were used to mark the iris epithelium. Inset images of the dorsal iPECs highlight the effects of macrophage depletion on cell survival. As expected, TUNEL+ nuclei were observed in the vitreous and aqueous chambers of clodronate-liposome treated eyes (arrows) but not in PBS-liposome treated eyes. At 15 (Stage IV-V) and 30 dpl (Stage VIII) TUNEL+ nuclei were found in the lens epithelial layer of PBS-liposome treated eyes (arrowhead); n=6 per time point. Scale bars: 200µm (overviews, left) and 50µm (insets, right). **Figure S4.** Late clodronate-liposome administration impairs lens growth by increasing apoptosis instead of affecting proliferation. **A** Schematic representation of experimental design. Clodronate or PBS liposomes were injected intraocularly in the aqueous chamber at 20, 22, and 24 dpl in the presence of the regenerating lens. **B** Clodronate liposome administration at 20 dpl did not inhibit the proliferation and mitosis levels of lens epithelial cells; n=6. Scale bars: 100µm (paraffin embedded tissue). **C** Picrosirius red staining revealed a stronger collagen staining (red) in the vitreous and aqueous chamber of the clodronate liposome treated eyes; n=6. Scale bars: 100µm (paraffin embedded tissue). **D** Apoptotic cells were detected inside the lens fibers and at the surrounding area of the ventral iris following macrophage depletion at 20 dpl; n=6. Scale bars: 100µm. Related to Fig. 6 (paraffin embedded tissue). **Table S1:** Oligos and target sequences used for RT-qPCR.

**Additional file 3**: **Video S1.** Time-lapse imaging of eGFP fluorescence in mpeg1:GFP transgenic newts. Movie of the dorsal view of an F2:mpeg1:GFP+ embryo. Positive macrophages and microglia of different morphologies are widespread. Border-associated macrophages can be seen floating in the cerebrospinal fluid inside the 4th ventricle. Related to Fig. 1A, B.

**Additional file 4**: **Video S2.** Phagocytic activity of eGFP + cells in the brain. In vivo observation of GeRPs right after intraventricular injection in an F1:mpeg1:GFP larva. Arrowhead point to the first events of GeRPs internalization by mpeg1:GFP+ cells. Time-lapse images used to produce this movie were acquired during a total time of 5 minutes. Related to Fig. 1D, E.

**Additional file 5**: **Video S3.** Phagocytic activity of eGFP + cells in the spinal cord. In vivo observation of GeRPs after intraventricular injection in an F1:mpeg1:GFP larva. Arrowhead point to an mpeg1:GFP+ cell approaching a single GeRP to potentially initiate phagocytosis. Time-lapse images used to produce this movie were acquired during a total time of 10 minutes. Related to Fig. 1D, E.

**Additional file 6**: **Video S4.** Three-dimensional representation of OCT images from PBS treated eyes at 4 dpl. Animated rendering of three-dimensional images, reconstructed from OCT C-scans. Eye tissues (cornea/green, iris/blue, ECM/yellow, regenerating lens/red) were manually pseudo colored to aid in visualization. ECM accumulation is observed at 4 dpl (Stage 0-I).

**Additional file 7**: **Video S5.** Three-dimensional representation of OCT images from PBS treated eyes at 10 dpl. Animated rendering of three-dimensional images, reconstructed from OCT C-scans. Eye tissues (cornea/green, iris/blue, ECM/yellow, regenerating lens/red) were manually pseudo colored to aid in visualization. By the 10 dpl (Stage I-II) ECM is mostly cleared out and the vitreous/aqueous chambers appear clear.

**Additional file 8**: **Video S6.** Three-dimensional representation of OCT images from PBS treated eyes at 21 dpl. Animated rendering of three-dimensional images, reconstructed from OCT C-scans. Eye tissues (cornea/green, iris/blue, ECM/yellow, regenerating lens/red) were manually pseudo colored to aid in visualization. Following ECM clearing the formation of the new lens vesicle is visible at 21 dpl (Stage VI-VII).

**Additional file 9**: **Video S7.** Three-dimensional representation of OCT images from clodronate treated eyes at 4 dpl. Animated rendering of three-dimensional images, reconstructed from OCT C-scans. Eye tissues (cornea/green, iris/blue, ECM/yellow, regenerating lens/red) were manually pseudo colored to aid in visualization. ECM accumulation is observed at 4 dpl (Stage 0-I).

**Additional file 10**: **Video S8.** Three-dimensional representation of OCT images from clodronate treated eyes at 10 dpl. Animated rendering of three-dimensional images, reconstructed from OCT C-scans. Eye tissues (cornea/green, iris/blue, ECM/yellow, regenerating lens/red) were manually pseudo colored to aid in visualization. Unlike the control eyes, in clodronate treated eyes ECM fails to clear out by 10dpl.

**Additional file 11**: **Video S9.** Three-dimensional representation of OCT images from clodronate treated eyes at 21 dpl. Animated rendering of three-dimensional images, reconstructed from OCT C-scans. Eye tissues (cornea/green, iris/blue, ECM/yellow, regenerating lens/red) were manually pseudo colored to aid in visualization. ECM and cellular accumulation increases in clodronate treated eyes by 21 dpl.

## Data Availability

The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE236908, which can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236908. All code, resultant output files, and any additional information required to reanalyze the data reported in this paper are available upon request to the lead contact. Both the plasmid Tol2-mpeg1:eGFP-polyA and the transgenic newt line *P. waltl* tgTol2(Dre.*mpeg1:eGFP*)^MHY/SIMON^ are available to the scientific community upon request. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Katia Del Rio-Tsonis ().

## Abbreviations

iPECs: Iris pigment epithelial cells
hpl: Hours post-lentectomy
dpl: Days post-lentectomy
FGF: Fibroblast growth factor
GeRPs: Glucan-encapsulated siRNA particles
SD-OCT: Spectral domain optical coherence tomography
Mpeg1: Macrophage expressed gene 1
ECM: Extracellular matrix
LECs: Lens epithelial cells

# Supplementary material for: Macrophages modulate fibrosis during newt lens regeneration
**Source:** Stem Cell Res Ther. 2024 May 14;15:141. doi: 10.1186/s13287-024-03740-1
**Supplement:** Supplementary file 2 — Additional file 2: Fig S1. mpeg1:GFP transgenic newts enable the in vivo labeling of macrophages. A, D, G, J, M Representative fluorescence images of sections of 5-month-old mpeg1:GFP newts showing presence of eGFP+ cells in the tail, trunk and head sections. B Anti-GFP immunofluorescence staining. C Merge of mpeg1:GFP endogenous fluorescence, anti-GFP and Hoechst. E, H F4/80 immunofluorescence staining. F, I Merge of mpeg1:GFP, F4/80 and Hoechst. K, N L-plastin immunofluorescence staining. L, O Merge of mpeg1:GFP, L-plastin and Hoechst. Arrows represent colocalization events. P Percentage of colocalization of endogenous eGFP (average from tail, trunk and head sections) with anti-GFP (97.5%), F4/80 (41.4%) and L-plastin (21.6%). Scale bar: 50 µm; n=3. Related to Fig. 1. Figure S2. Time-dependent regulation of KEGG pathways in the injured dorsal iris of Notophthalmus viridescens. A time course expression analysis was performed of the dorsal iris through 4 dpl. The shown pathways were overrepresented amongst transcripts that exhibited time-dependent regulatory patterns. The displayed expression values in each box represent the expression of homologous transcripts, ordered from left to right by time beginning with the intact iris. Color scale represents Z-score of expression values. Related to Fig. 2B. Figure S3. Clodronate treatment does not affect the survival of iPECs during the early stages of lens regeneration. (A) TUNEL assay was used to visualize apoptotic nuclei from control- and clodronate-treated animals at 1, 4, 10, 15, and 30 dpl (paraffin embedded tissue). Dashed lines were used to mark the iris epithelium. Inset images of the dorsal iPECs highlight the effects of macrophage depletion on cell survival. As expected, TUNEL+ nuclei were observed in the vitreous and aqueous chambers of clodronate-liposome treated eyes (arrows) but not in PBS-liposome treated eyes. At 15 (Stage IV-V) and 30 dpl (Stage VIII) TUNEL+ nuclei were found in the lens epithelial layer

**Supplemental informatio**
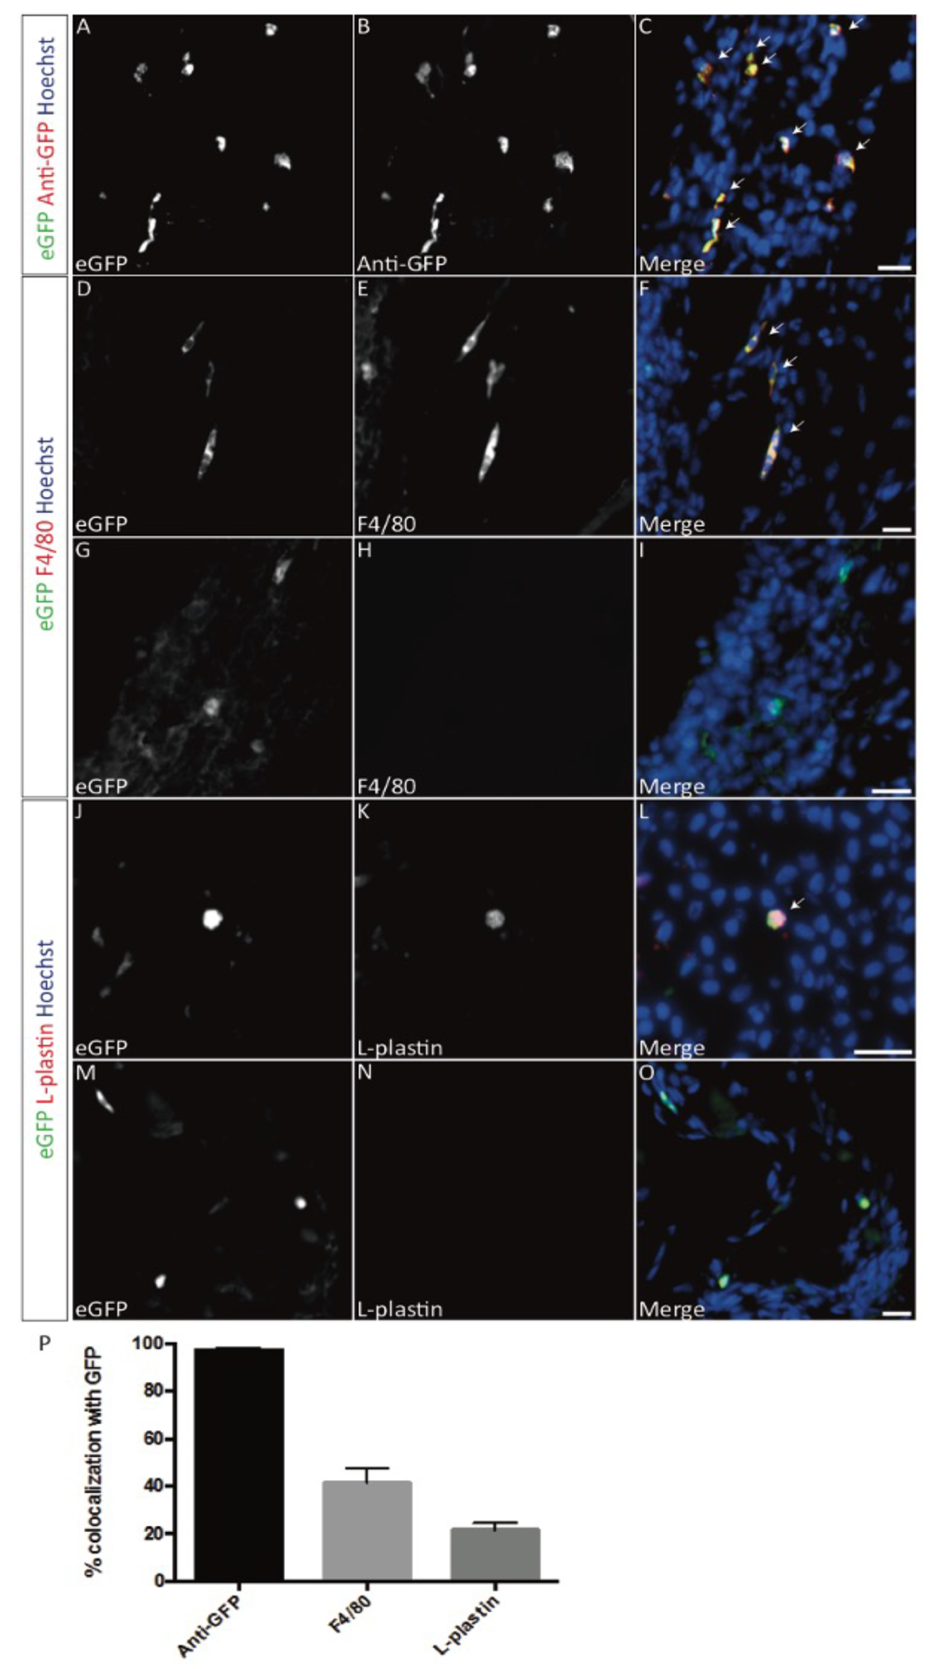

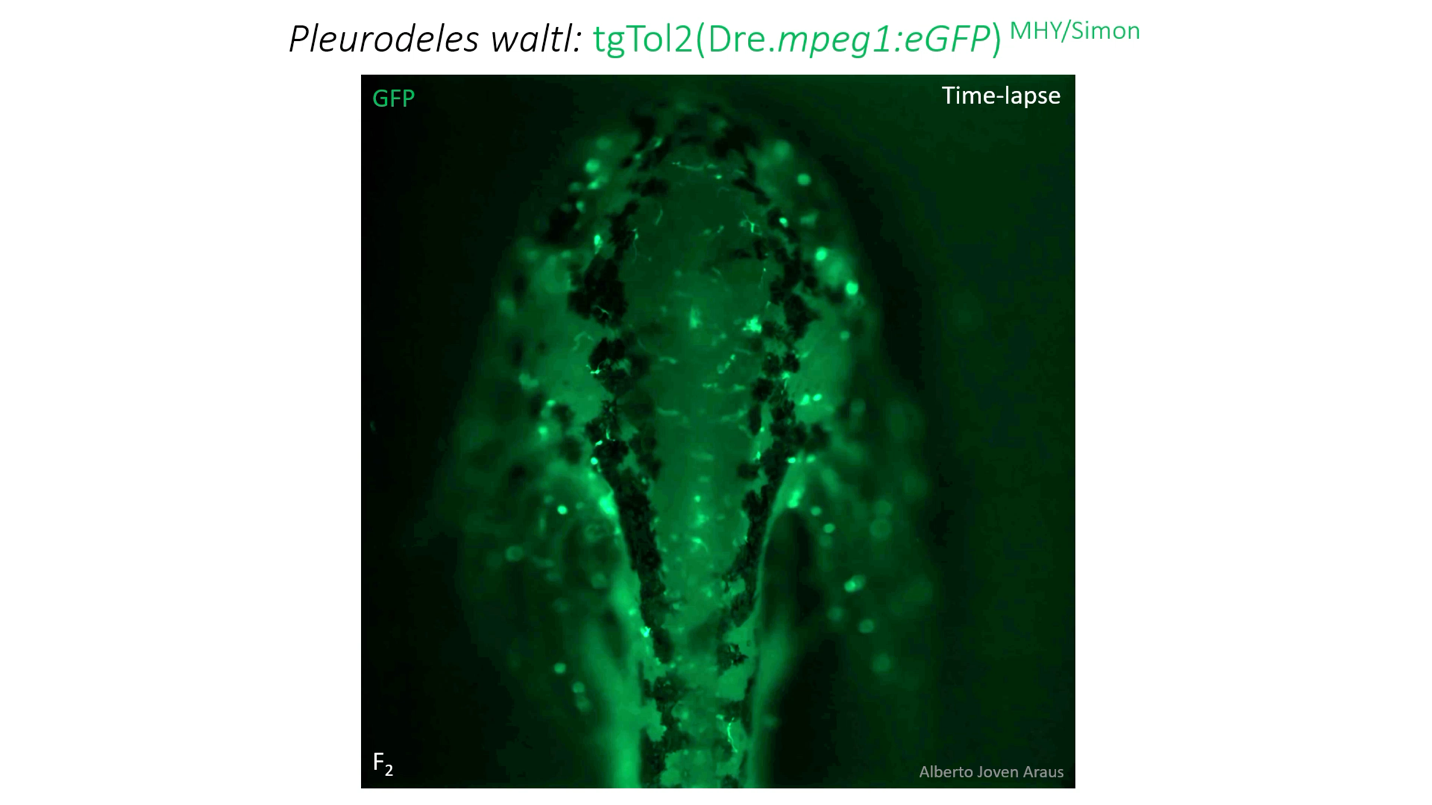
**n**

**Supplementary Figure S1.** ***mpeg1:GFP* transgenic newts enable the *in vivo* labeling of macrophages.** (**A, D, G, J, M)** Representative fluorescence images of sections of 5-month-old *mpeg1:eGFP* newts showing presence of eGFP+ cells in the tail, trunk and head sections (**B,**) Anti-GFP immunofluorescence staining. (**C**) Merge of *mpeg1:eGFP* endogenous fluorescence, anti-GFP and Hoechst. (**E, H**) F4/80 immunofluorescence staining. (**F, I**) Merge of *mpeg1:eGFP*, F4/80 and Hoechst. (**K, N**) L-plastin immunofluorescence staining. (**L, O**) Merge of *mpeg1:eGFP*, L-plastin and Hoechst. Arrows represent colocalization events. (**P**) Percentage of colocalization of endogenous eGFP (average from tail, trunk and head sections) with anti-GFP (97.5%), F4/80 (41.4%)
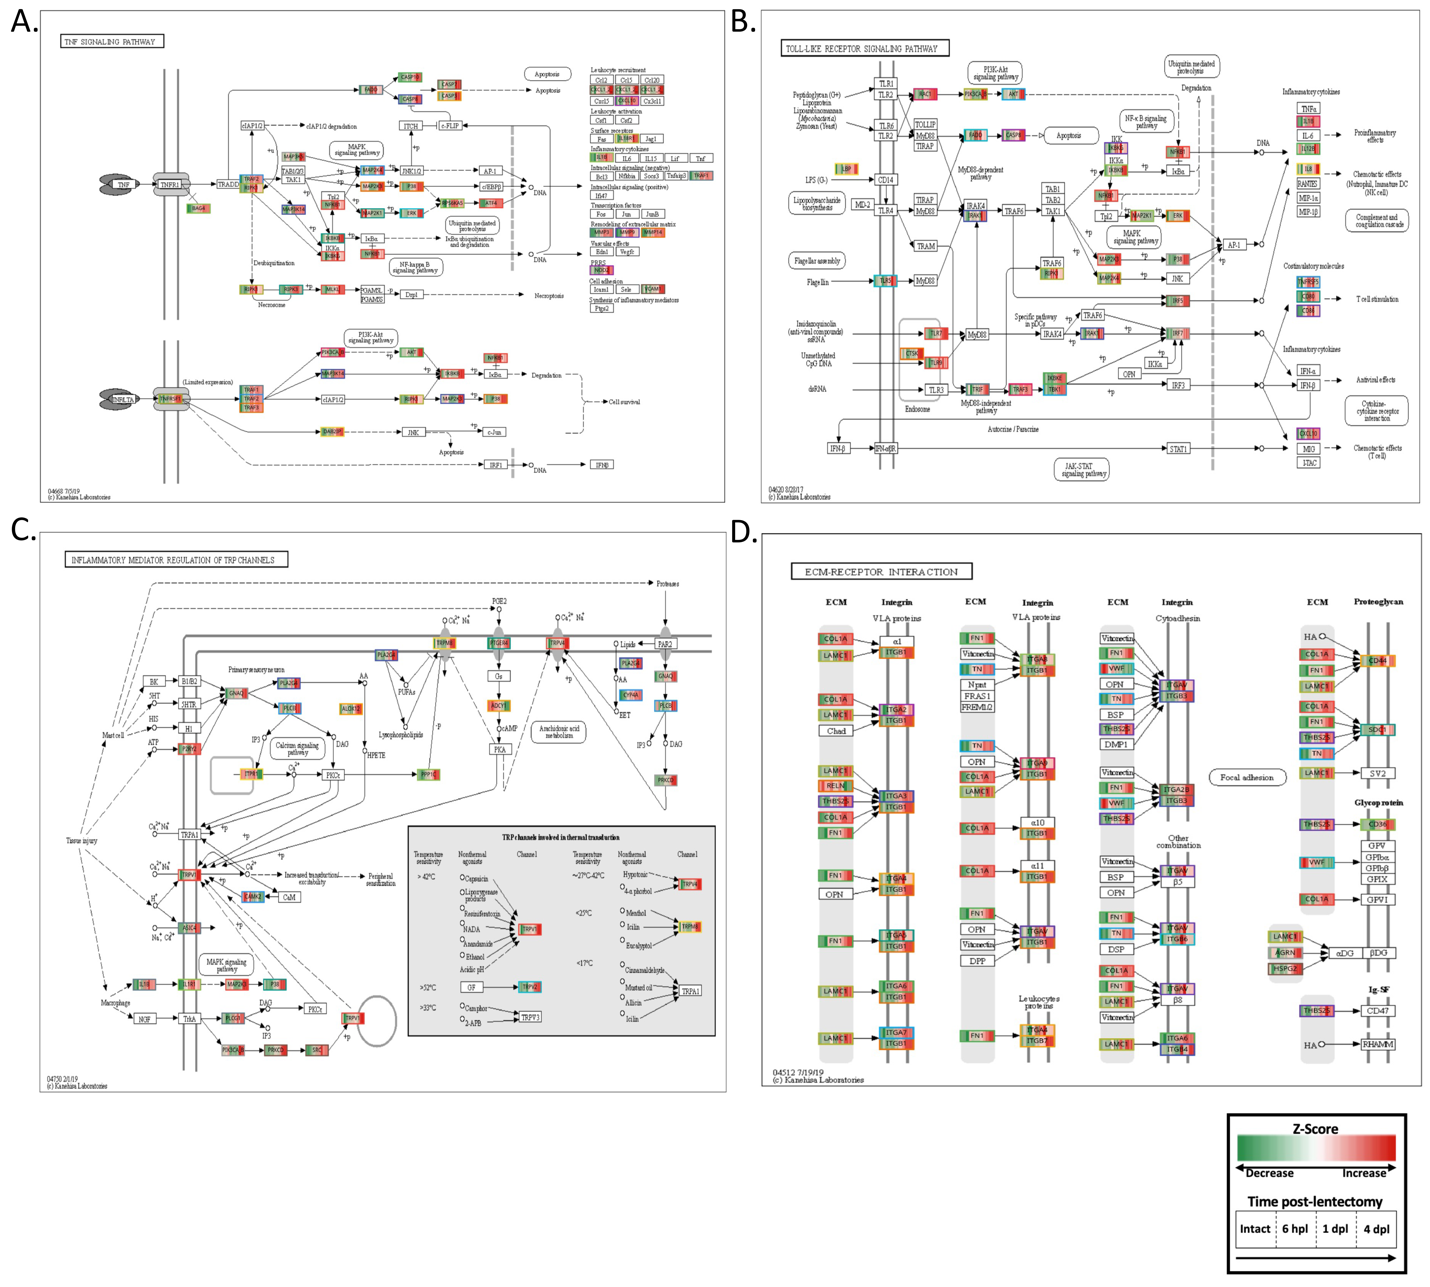
and L-plastin (21.6%). Scale bar: 50 µm; n=3. Related to Figure 1.

**Supplementary Figure S2. Time-dependent regulation of KEGG pathways in the injured dorsal iris of *Notophthalmus viridescens*.** A time course expression analysis was performed of the dorsal iris through 4 dpl. The shown pathways were overrepresented amongst transcripts that exhibited time-dependent regulatory patterns. The displayed expression values in each box represent the expression of homologous transcripts, ordered from left to right by time beginning with the intact iris. Color scale represents Z-score of expression values. Related to figure 2B.

**
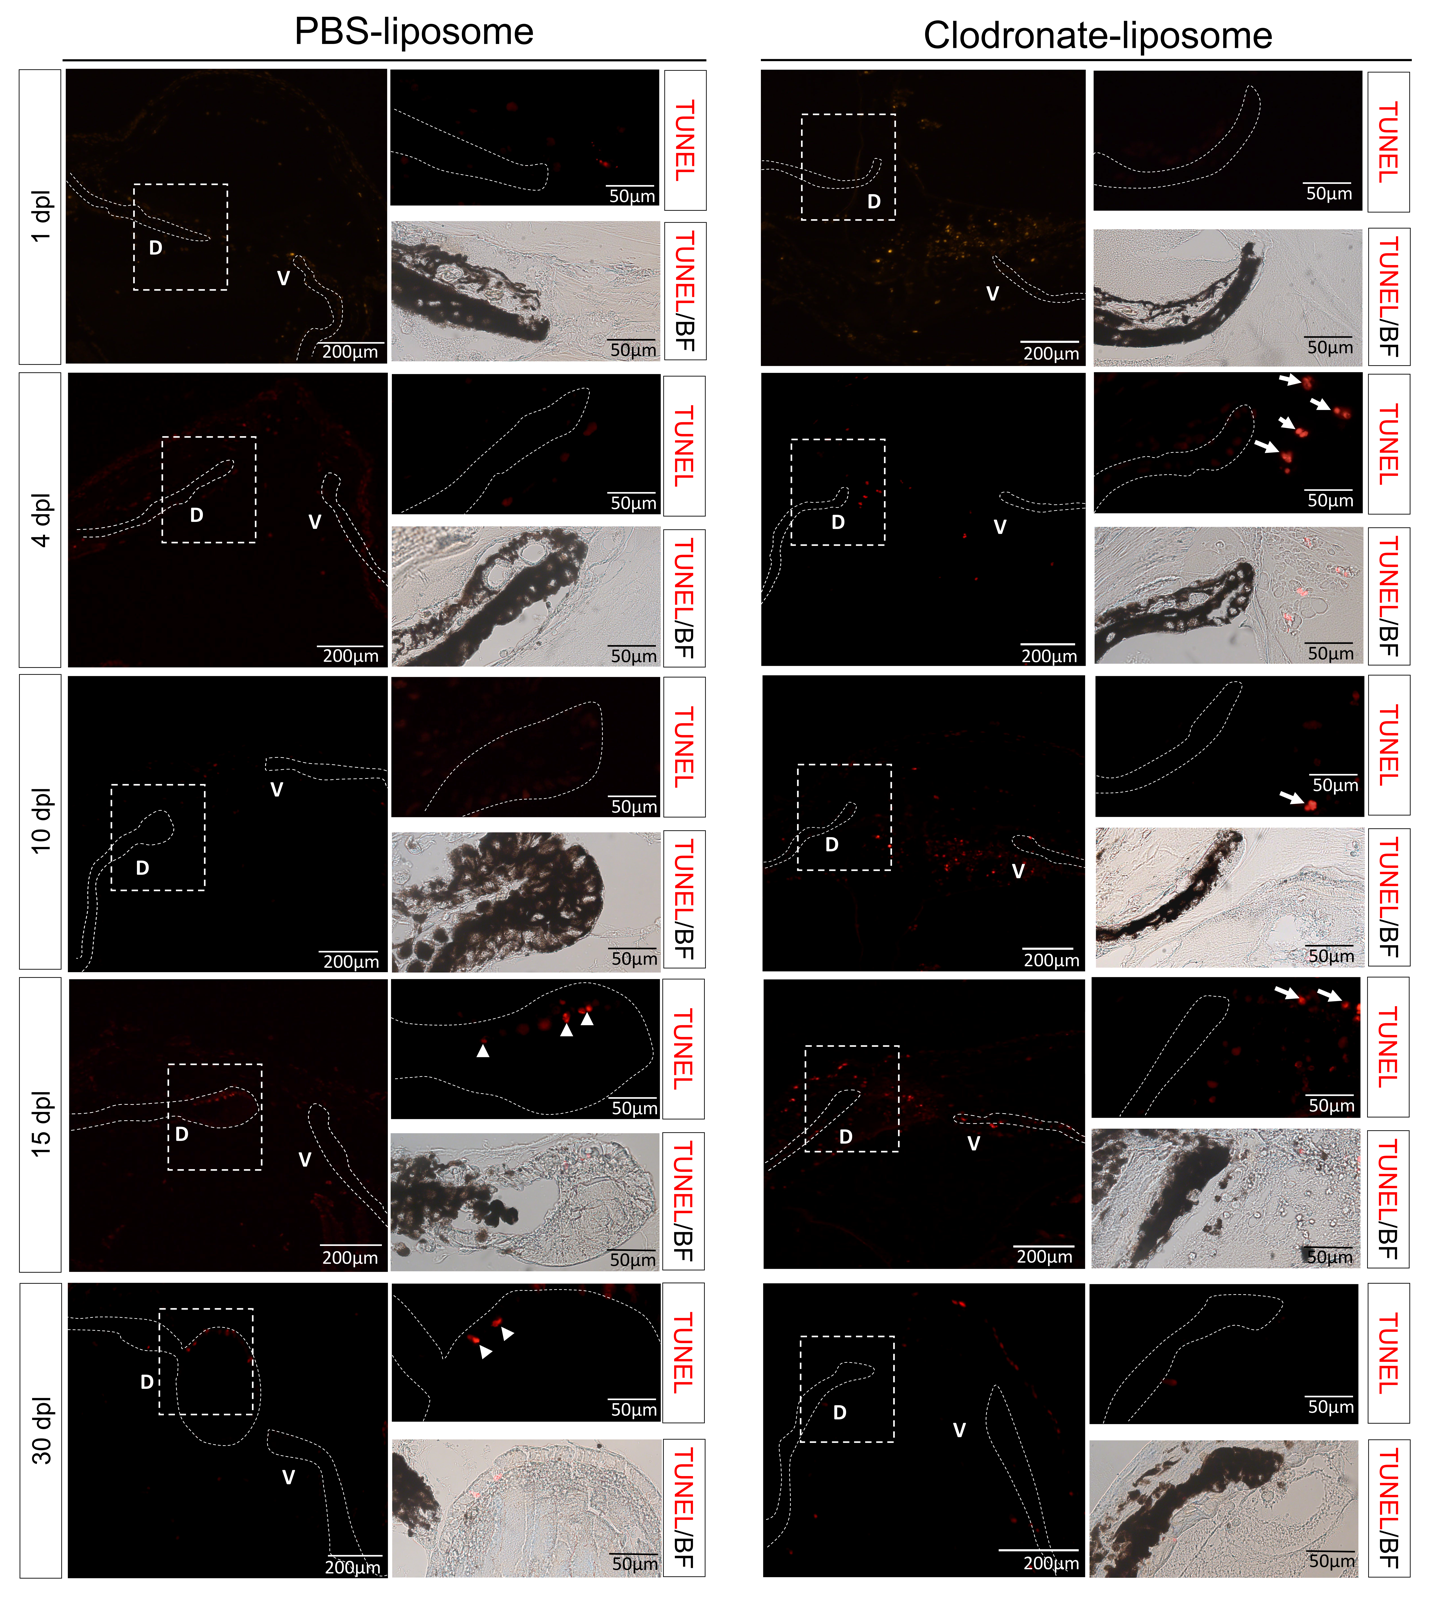
**

**Supplementary Figure S3. Clodronate treatment does not affect the survival of iPECs during the early stages of lens regeneration.** (A)TUNEL assay was used to visualize apoptotic nuclei from control- and clodronate-treated animals at 1, 4, 10, 15, and 30 dpl (paraffin embedded tissue). Dashed lines were used to mark the iris epithelium. Inset images of the dorsal iPECs highlight the effects of macrophage depletion on cell survival. As expected, TUNEL+ nuclei were observed in the vitreous and aqueous chambers of clodronate-liposome treated eyes (arrows) but not in PBS-liposome treated eyes. At 15 (Stage IV-V) and 30 dpl (Stage VIII) TUNEL+ nuclei were found in the lens epithelial layer of PBS-liposome treated eyes (arrowhead); n=6 per time point. Scale bars: 200µm (overviews, left) and 50µm (insets, right).

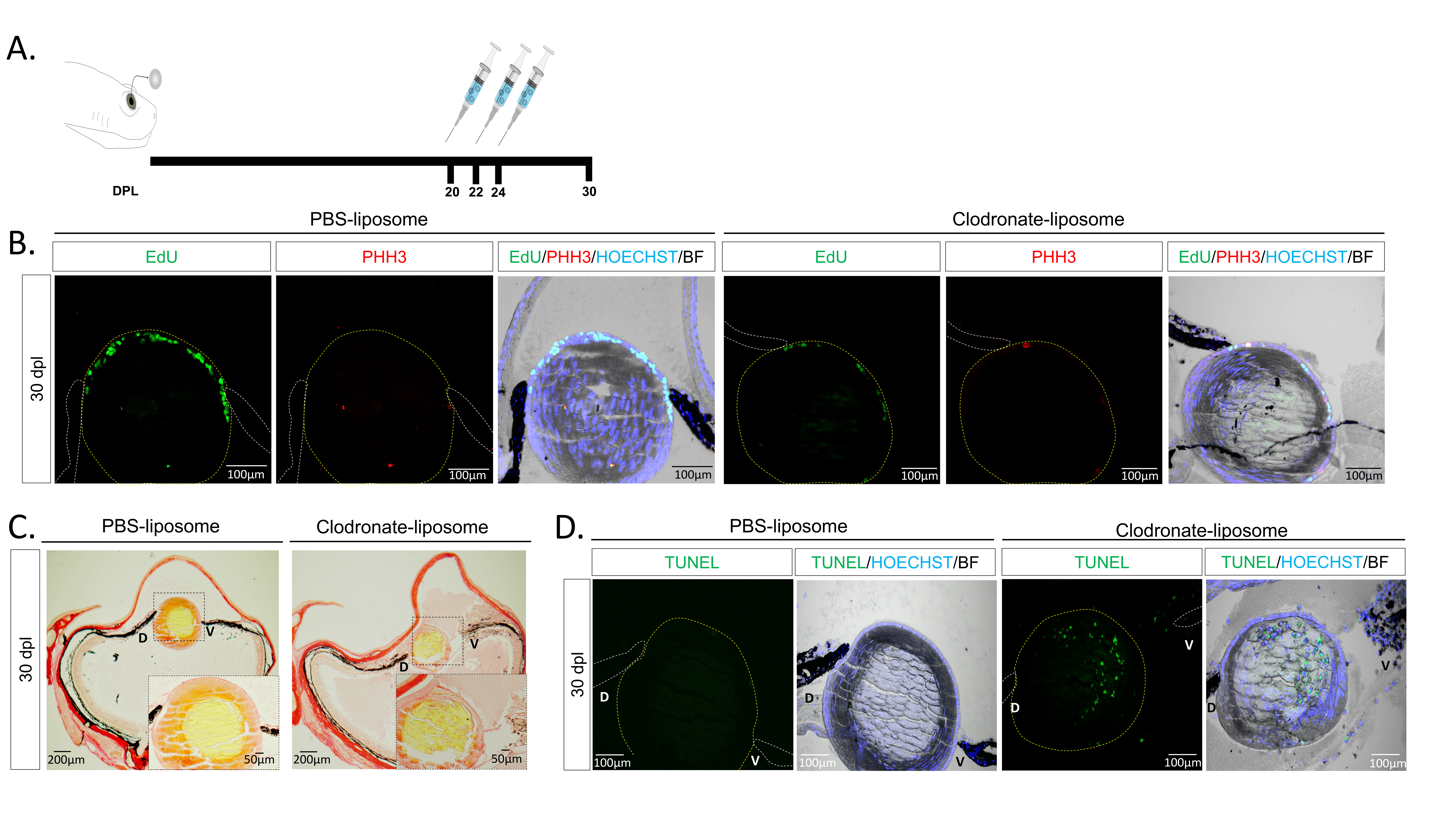

**Supplementary Figure S4. Late clodronate-liposome administration impairs lens growth by increasing apoptosis instead of affecting proliferation. (A)** Schematic representation of experimental design. Clodronate or PBS liposomes were injected intraocularly in the aqueous chamber at 20, 22, and 24 dpl in the presence of the regenerating lens. **(B)** Clodronate liposome administration at 20 dpl did not inhibit the proliferation and mitosis levels of lens epithelial cells; n=6. Scale bars: 100µm (paraffin embedded tissue). **(C)** Picrosirius red staining revealed a stronger collagen staining (red) in the vitreous and aqueous chamber of the clodronate liposome treated eyes; n=6. Scale bars: 100µm (paraffin embedded tissue). **(D)** Apoptotic cells were detected inside the lens fibers and at the surrounding area of the ventral iris following macrophage depletion at 20 dpl; n=6. Scale bars: 100µm. Related to figure 7 (paraffin embedded tissue).

| **Gene** | **Forward Primer** | **Reverse Primer** | **PCR product (bp)** | **Target Sequence** |
| --- | --- | --- | --- | --- |
| P53 | TATGGCACCACCACGCTATG | AATGATGGTCATGCTCCCCC | 107 | M1034543_PLEWA04 |
| CDK2 | CGGTATCCCTTTGCCACTCA | TCAGCAAGCTTGATAGCCCC | 144 | M0441300_PLEWA04 |
| E2F1 | TGCCGGCCAAAAGAAAGTTG | CTATTCCGGTCCGGCCTTTT | 90 | M0222145_PLEWA04 |
| SOCS3 | TACATGCCAAACAGCGGACT | GTGCCCGTTGACAGTTTTCC | 162 | M0047129_PLEWA02 |
| CSFR | TGGCACTGATAGTCGCAGTC | AAACACCGGTTCCCCTTTGT | 101 | M0373017_PLEWA04 |
| COX-2 | GGGAGCTTTGATTTTCGCCC | CGGTCATACACACTCCTCGG | 92 | M0026016_PLEWA04 |
| IL1b | CCGCAGGATAGTGGTGATCG | TGTCCCCAAACAGACACCTG | 77 | M0346665_PLEWA04 |
| TGFB2 | AAACCCAGAAGCATCAGCCT | GCTGCACTTGCAGGACTTTAC | 133 | M0018968_PLEWA04 |
| TGFB3 | AACGCTTCATCAGTGGGAGG | CACTCCCGCACATTCTCTGT | 85 | M0100785_PLEWA04 |
| MMP3/10a | CAGGCTGAGAGGGAGAGTCA | GCGCACACTAAGAGGAGTGA | 102 | M1347552_PLEWA04 |
| MMP9 | GAGGGGGTGCAGTACCTCTA | AGCTGTTACTGGGGTTGTCG | 111 | M0114547_PLEWA04 |
| TAII70 | CCTGGGAAGCATTTGGTAGA | TTCACGAGCTGTCTGTGGAG | 137 | M0451743_PLEWA04 |

Table S1. Oligos and target sequences used for RT-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

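Dorsal iris tissue of P. waltl was sequenced as RNA from intact eyes and from eyes at 1 and 4 days post-lentectomy, with 3 libraries per group and the tissue of 4 animals in each library. The authors trimmed the reads with Trim Galore, aligned them to the P. waltl genome with STAR and assembled transcripts with StringTie. They extracted the transcripts with gffread and quantified them with Salmon, with the genome as decoy and with sequence and GC bias correction. The paper describes its displayed values as averages over Salmon's inferential replicates. The authors name the deposited values average TPM, which does not say what was averaged, and how they relate to the displayed ones is not known. The deposited values are treated here as a signal per transcript and library, because their name is that of TPM while their column totals lay between 17541400 and 22023400. The tools' versions and the genome build are not given in the paper's text. The deposited table gives no read counts, and no values above 0 were whole numbers. The depth behind each value is therefore unknown, and no test of counts was run.

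Each column was assigned to a library by its name and the sample labels, and all 9 columns were used. The tests used the 8 libraries that the paper kept, and intact replicate 3 was added in an alternative. Values were taken as log2(value + 1), transcripts with a mean value under 0.5 over the 8 libraries were left out, and 154825 transcripts remained. The 3 comparisons, 1 dpl against intact, 4 dpl against intact and 4 dpl against 1 dpl, were made with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) with all groups in one model. P-values were adjusted by the Benjamini-Hochberg method over all tested transcripts, with a threshold of 0.05. The design assumed values in TPM and was kept as written for the larger scale. Data tables were read with pandas 2.3.3 and data.table 1.17.8, and plots were drawn with matplotlib 3.10.9. Correlations and principal components used transcripts with a mean value of at least 20, a minimum chosen after the data were seen.

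The test was tried on simulated data in which 200 of 154825 transcripts, each with a mean value above 100, were changed at 4 dpl by a log2 fold change of 1, 2 or 3 in either direction, with each transcript's own residual spread. For 4 dpl against 1 dpl, 61 of the 200 changed transcripts were called, none with the wrong sign, and 1 unchanged transcript was called. Of the 62 changed transcripts with a change above 1 and a residual spread under 0.3, 48 were called. The slope of the estimated against the simulated log2 fold change was 0.987. For 4 dpl against intact, 51 of the 200 were called, 0 unchanged transcripts were called and the slope was 1.02. In this simulation, many changes of up to 3 on the log2 scale were therefore not called. It changed 200 transcripts, whereas the real data gave 3131 calls for 4 dpl against intact and 1004 for 4 dpl against 1 dpl. Benjamini-Hochberg adjustment is stricter where fewer transcripts pass. The share of changes missed in the real comparisons is therefore not known from the simulation.

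The rule set for naming transcripts required gene names: every P. waltl name in Fig. 2C and in the text, every RT-qPCR target, and the 5 greatest rises and falls in each comparison. The deposited table does not pair its IDs with names, and 0 of its IDs matched the 59059 genes of the reference table for assembly aPleWal1.hap1.20221129, so no transcript met the rule. The tests planned for the Fig. 2C transcripts and for sets of marker genes of 9 kinds of cells or tissues were not run for the same reason. At most 2 IDs that rose and 2 that fell are printed, chosen after their values were seen. Alternatives set before the data were examined concerned the pseudocount, the minimum value, the replicate number as a block, intact replicate 3, scaling between libraries, the groups in the model, the variance trend, library weights, sums per StringTie gene, a minimum fold change, and each library left out in turn. Rescaling to a total of 1000000, division of every value by 20, a minimum mean value of 20, and the alternatives for the correlations and for transcripts listed in a single library were added after the data were seen. The groups share replicate numbers in the labels, and neither the labels nor the paper describe a pairing of libraries between groups.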

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

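The tests in this part were all chosen after the results were seen.

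Intact replicate 3, which the paper did not analyse, listed 27370 transcripts above 0 that were at 0 in all 8 other libraries. Of these transcripts, 5780 had a value above 20, while at most 79 of the transcripts listed in a single other library did. Transcripts listed above 0 both there and in at least 1 other library numbered 103379, against 88598 to 123258 in the other libraries, of which 1 had fewer. The smallest value above 0 was 1.53, against 0.174 to 0.382 elsewhere. Lower depth of that library would leave transcripts out, whereas these are listed there in addition. A value of 20 is not alike between the libraries, however. The median value above 0 was 18.4 in intact replicate 3, against 5.62 to 15.7 in the others. The 5780 with a value above 20, against at most 79 elsewhere, can therefore not decide whether lower depth was their source. The read depth is unknown, and lower depth could also not be excluded for the smallest value above 0 or for the number shared with other libraries. An exchange of labels with a 1 dpl or 4 dpl library was tested by correlation: the highest correlation of intact replicate 3 with those libraries was 0.565, below the 0.635 and 0.652 with the other intact libraries. If the transcripts had been assembled from the reads of that library alone, most would carry StringTie IDs, and 20.3% did, against 49.3% of all transcripts listed there. RNA or DNA of another source remains a candidate explanation, but the transcripts, with 2.72% of the library's total, have no names in the deposited table and the pattern cannot be told apart from such a source. No biological explanation was tested, because the design gives intact replicate 3 the same condition as the other intact libraries.

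The change from intact differed between the time points for 1004 transcripts, those that passed the test of 4 dpl against 1 dpl. Against intact, 3 transcripts passed in opposite directions at 1 dpl and 4 dpl, and all 3 also passed in 4 dpl against 1 dpl. Both comparisons with intact used the same intact libraries, which favours the same direction, so no conclusion is drawn from this number. Of the transcripts higher at 1 dpl than in intact irises, 114 were then lower at 4 dpl than at 1 dpl and 25 were higher again. The same 1 dpl libraries enter both calls with opposite sign, which favours a fall after a rise. No conclusion is drawn from these numbers either. Of the 1004 transcripts, 979 were also called under quantile normalization, which removes differences in the distribution of values between libraries. The 10 most abundant transcripts held at most 8.43% of the total in any of the 8 libraries, so a few transcripts did not take most of the signal. The 1 dpl libraries were not alike, and replicate 3 stood apart on component 2, but without it 448 of the 1004 transcripts were still called, against 404 without replicate 1 and 303 without replicate 2. Among the 10 splits of the 6 libraries into 3 and 3, 4 parted all 3 same-numbered pairs, and 1 of those 4, the real one, gave as many calls. Over all 10 splits the real one gave 1004 calls and the others gave at most 2. With so few splits the share could not fall under 0.05 whatever the result, so this count could not exclude a chance division of the libraries. Read depth, GC content and transcript length were not tested.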

How the results depend on the processing

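Each number of transcripts with an adjusted p under 0.05 is given for 1 dpl against intact, 4 dpl against intact and 4 dpl against 1 dpl, in this order, and was 2080, 3131 and 1004 as reported. Of 68 recalculated numbers, 36 stayed within 1.5 times these values and 32 did not, and the cause was not tested for any of the changes below.

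Without the intensity trend the numbers were 122, 259 and 80, and 95.1%, 80.3% and 87.5% of these transcripts were higher in the first-named group, against 72.3%, 67.8% and 62.5% with the trend. With only the groups compared in the model, the numbers were 864, 2408 and 598. With library weights, 4 dpl against intact gave 6577. Among the alternatives chosen after the data were seen, rescaling each library to a total of 1000000 gave 4569, 6078 and 2708, division of every value by 20 gave 4322, 5881 and 2613, and a minimum mean value of 20 gave 4353, 5837 and 2608. The percentage higher at 1 dpl than in intact irises was 50.0% after the rescaling, 57.8% after the division and 63.9% with the minimum of 20. At 4 dpl it was 53.8% after the rescaling, 58.8% after the division and 63.8% with the minimum of 20. For 4 dpl against 1 dpl the percentage higher changed less, to 62.5%, 60.1% and 59.4% in the same order. Median-of-ratios rescaling gave 72.3%, 71.8% and 69.1% in the 3 comparisons. The rescaling called 1985, 3028 and 977 of the transcripts called as reported. Quantile normalization moved the median log2 fold change of all tested transcripts from -0.12 to 0 in 4 dpl against intact and from -0.24 to -0.02 in 4 dpl against 1 dpl. Under it, 64.0%, 61.3% and 60.9% of the transcripts called were higher.

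With one library left out at a time, 1 dpl against intact gave from 1116 to 1655 transcripts and 4 dpl against intact gave from 1501 to 3336, across the fits that kept both intact libraries. The comparisons with intact irises were not tested without an intact library, since 1 intact library then remained. For 4 dpl against 1 dpl the number ranged from 85 to 509 across all fits that left out one library, and the value of 85 came from leaving out intact replicate 1, which is in neither group compared.

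With the replicate block, the numbers were 1006, 1702 and 509. The mean correlation of deviations from the group means was -0.016 between same-numbered libraries of different groups and 0.008 between differently numbered ones. Deviations sum to 0 within each group, so these means are tied and the 0.008 is no independent reference. The same-numbered correlations themselves lay between -0.0806 and 0.0048, which shows no deviation in the same direction.

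The 4 transcripts with the greatest rises and falls at 1 and 4 dpl kept their direction under each alternative run, and passed the test in each one that gave a p-value, with adjusted p from limma of at most 0.0415. Over these alternatives and those chosen after the data were seen, the log2 fold change ranged from 7.73 to 9.25 for mRNA143768 (8.65 as reported), from -7.47 to -5.73 for mRNA27188 (-7.25), from 10.32 to 11.64 for the transcript with a StringTie ID (11.43) and from -8.76 to -5.73 for mRNA13698 (-7.98). Each of these ranges reached further from the reported value than its standard error. Rescaling to a total of 1000000 gave the lowest rises, and the model with intact replicate 3 gave the smallest falls. Among the splits of the 5 libraries of each intact comparison, 4 of 10 parted as many same-numbered pairs as the real one, and 1 of those 4, the real one, gave as many calls for 1 dpl and likewise for 4 dpl. Other splits gave at most 2 calls. The alternatives for the Fig. 2C transcripts, the marker sets and the choice among transcripts of one name were not run, because the deposited IDs are not paired with names. The read depth is unknown, so its effect on these numbers was not assessed.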

Other observations

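For transcripts that were far apart between libraries of one group, the tests were set before their results were seen, except that the confidence interval of the share of sums over genes was added to the comparison after that share was seen. The test on 1 dpl replicate 3 was chosen after the result was seen.

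In 1 dpl replicate 3, 8688 transcripts were listed above 0 that were at 0 in the 8 other libraries, and 97.3% of them carried StringTie IDs, against 68.4% of all transcripts listed above 0 there. A candidate explanation is that they were assembled from the reads of that library, in which case they would be listed there and nowhere else. Such an excess was not particular to this library. It was 91.4% against 63.1% in 1 dpl replicate 2 and 82.8% against 63.8% in intact replicate 2. The percentages went the other way in 1 dpl replicate 1 (45.4% against 50.8%), 4 dpl replicate 2 (49.8% against 60.3%) and intact replicate 3. No biological explanation was tested.

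Among the 22595 transcripts that reached a value of 200 in at least 1 of the 8 libraries, 119 differed over 100-fold, on the value + 1 scale, between libraries of one group in which they reached 200. There were 16 such transcripts in the intact group, 39 at 1 dpl and 66 at 4 dpl. At 4 dpl, 36 of the 66 were highest in replicate 2. At 1 dpl, 25 of the 39 were highest in replicate 3. If the estimates had moved between transcripts of one StringTie gene, the sum over the gene would stay within 10-fold. Of 41 cases whose gene had other transcripts, 22 sums (53.7%) were also over 10-fold apart and 19 were not, so this explanation may account for some cases and cannot be told apart for the set. If reads were shared between transcripts with nearby numbers, transcripts with IDs beginning with mRNA would often have a partner within 5 numbers that moved in the opposite direction. A partner was sought only among the 68 such transcripts that were over 100-fold apart, and 0 of them had one. The mean over 100 shuffles of the numbers was 2.22%. A partner that differed less could not be counted, so this test could not decide whether reads were shared. A partner moving in the same direction was present for 11.8% of the 68, above the 8.82% that was the highest of the shuffles. Differences between the pooled animals, such as sequence variants, were not tested.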
